# A miR-125/Sirtuin-7 pathway drives the pro-calcific potential of myeloid cells in diabetic vascular disease

**DOI:** 10.1007/s00125-022-05733-2

**Published:** 2022-06-16

**Authors:** Saula Vigili de Kreutzenberg, Alessandra Giannella, Giulio Ceolotto, Elisabetta Faggin, Roberta Cappellari, Marta Mazzucato, Chiara Fraccaro, Giuseppe Tarantini, Angelo Avogaro, Gian Paolo Fadini

**Keywords:** Ageing, Atherosclerosis, Cardiovascular disease, Epigenetics

## Abstract

**Aims/hypothesis:**

Ectopic calcification is a typical feature of diabetic vascular disease and resembles an accelerated ageing phenotype. We previously found an excess of myeloid calcifying cells in diabetic individuals. We herein examined molecular and cellular pathways linking atherosclerotic calcification with calcification by myeloid cells in the diabetic milieu.

**Methods:**

We first examined the associations among coronary calcification, myeloid calcifying cell levels and mononuclear cell gene expression in a cross-sectional study of 87 participants with type 2 diabetes undergoing elective coronary angiography. Then, we undertook in vitro studies on mesenchymal stem cells and the THP-1 myeloid cell line to verify the causal relationships of the observed associations.

**Results:**

Coronary calcification was associated with 2.8-times-higher myeloid calcifying cell levels (*p=*0.037) and 50% elevated expression of the osteogenic gene *RUNX2* in mononuclear cells, whereas expression of Sirtuin-7 (SIRT7) was inversely correlated with calcification. In standard differentiation assays of mesenchymal stem cells, SIRT7 knockdown activated the osteogenic program and worsened calcification, especially in the presence of high (20 mmol/l) glucose. In the myeloid cell line THP-1, SIRT7 downregulation drove a pro-calcific phenotype, whereas SIRT7 overexpression prevented high-glucose-induced calcification. Through the Janus kinase (JAK)/signal transducer and activator of transcription (STAT) pathway, high glucose induced miR-125b-5p, which in turn targeted SIRT7 in myeloid cells and was directly associated with coronary calcification.

**Conclusions/interpretation:**

We describe a new pathway elicited by high glucose through the JAK/STAT cascade, involving regulation of SIRT7 by miR-125b-5p and driving calcification by myeloid cells. This pathway is associated with coronary calcification in diabetic individuals and may be a target against diabetic vascular disease.

**Data availability:**

RNA sequencing data are deposited in GEO (accession number GSE193510; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193510).

**Graphical abstract:**

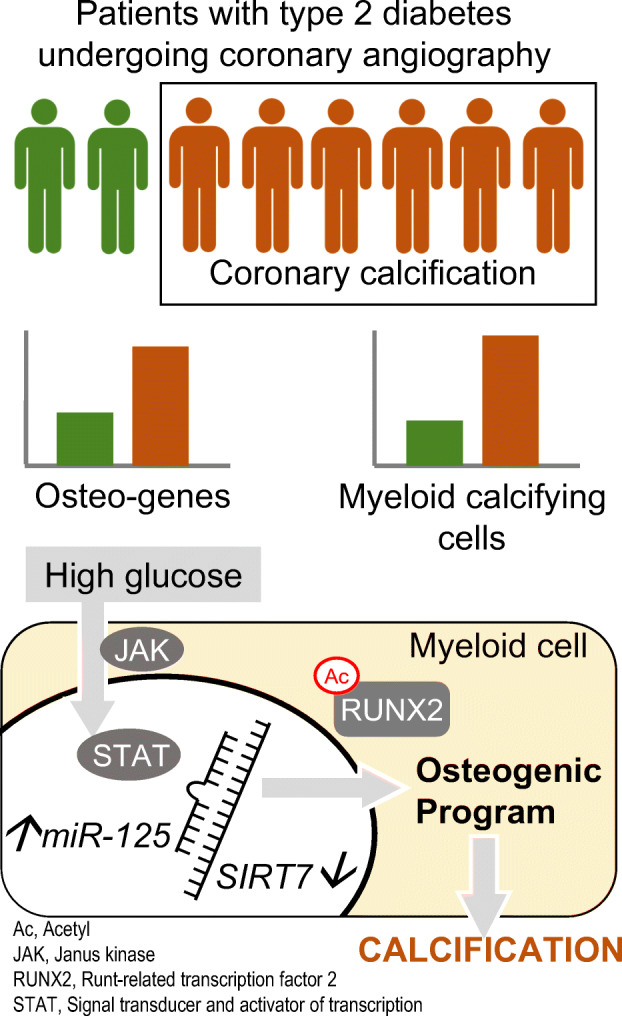

**Supplementary Information:**

The online version contains peer-reviewed but unedited supplementary material available at 10.1007/s00125-022-05733-2.

## Introduction

Diabetes accelerates atherosclerosis and is a major driver of cardiovascular disease. The atherosclerotic process observed in diabetes is more aggressive, diffuse and typically characterised by ectopic calcification [1]. Vascular calcification is a highly regulated process that often identifies a condition of elevated cardiovascular risk [2]. In individuals with or without type 2 diabetes, atherosclerotic coronary calcification (CC) is an independent predictor of major adverse cardiovascular events [3, 4].

Diabetic vascular calcification is linked to hyperglycaemia but extends beyond the effect of high glucose [5]. In vitro, osteogenic differentiation and mineralisation of vascular smooth muscle cells (VSMCs) from type 2 diabetes patients are accelerated due to the upregulation of genes associated with osteochondrogenesis [6, 7]. In addition to resident cells, circulating cells also play a major role in vascular calcification [8]. We previously described a mononuclear cell (MNC) subpopulation expressing osteocalcin (OC) and bone alkaline phosphatase (BAP) [9]. The emergence of OC^+^BAP^+^ monocytes was driven by the expression of *RUNX2,* the master gene regulator of osteogenesis [9]. These OC^+^BAP^+^ myeloid calcifying cells (MCCs) calcify in vitro and in vivo [9, 10]. In individuals with as compared with those without type 2 diabetes, MCCs were elevated in the bone marrow, blood and atherosclerotic plaques and could be reduced by glucose control [9]. However, the mechanisms generating excess MCCs in diabetes remain largely unknown. Since myeloid cells are prominently involved in atherosclerosis [11], drivers of the pro-calcific programs that switch MNCs to MCCs are of great interest to counter vascular calcification in diabetes.

Vascular calcification is highly prevalent, not only in diabetes but also in elderly people [12], due to several processes, including cellular senescence, oxidative stress and pro-calcific matrix changes. Among longevity-associated genes, sirtuins have been shown to participate in the calcification program and in cardiovascular disease in vitro [13, 14] and in vivo [15, 16]. Of note, diabetes is considered a disease of accelerated ageing, with premature end-organ damage and mortality [17]. Osteogenic differentiation drift, the release of pro-calcific micro-vesicles and accumulation of advanced glycation end-products are common mechanisms in diabetes- and ageing-induced vascular calcification [18, 19]. However, it is unclear whether the pathways driven by sirtuins are involved in MCC generation and diabetic vascular calcification.

We herein explored whether elevation of MCCs in diabetic vascular disease is associated with a pro-calcific program within myeloid cells that could be linked to the ageing-related pathway regulated by sirtuins.

## Methods

### Participants

The protocol was approved by the local ethics committee, and written informed consent was obtained from all participants. The study was conducted at the University Hospital of Padova between 2013 and 2015. We recruited type 2 diabetes patients aged 30–80 years, consecutively undergoing elective coronary angiography. Diabetes was defined according to American Diabetes Association criteria. Exclusion criteria were: type 1 diabetes; chronic kidney disease (defined as eGFR <45 ml min^−1^ 1.73 m^−2^); acute disease or infection; recent (<3 months) trauma, cardiovascular events or surgery; known osteoporosis or other bone-related disorders; recent (<6 months) fractures; immunological disorders or immunosuppressive therapy; and pregnancy or lactation. The indications for coronary angiography included: suspected/known ischaemic heart disease, valve disease and other specific conditions. The method for quantifying coronary calcium from coronary angiograms is described in the electronic supplementary material (ESM) Methods section.

For all participants, we recorded demographic characteristics, concomitant cardiovascular risk factors, laboratory examination results and pharmacological history. Smoking status was defined as current smoking of one or more cigarettes per day. Hypertension was defined as a systolic blood pressure >140 mmHg or a diastolic blood pressure >90 mmHg or the use of blood pressure-lowering drugs.

The morning preceding angiography, a fasting blood sample was obtained for biochemical analysis, flow cytometry and collection of peripheral blood mononuclear cells (PBMCs). HbA_1c_, total cholesterol, HDL-cholesterol, triacylglycerols, creatinine, uric acid concentrations, white blood cell counts and circulating levels of MCCs were determined. LDL-cholesterol and eGFR were calculated using Friedewald formula and Modified Diet in Renal Disease (MDRD) equations, respectively. Urine specimens were collected to measure AER.

We estimated that *n*=40 participants per group would be sufficient to detect a 0.8% difference in the frequency of MCCs in the monocyte gate with SD=1.3%, α=5% and power=80%.

### Flow cytometry

MCCs were identified and quantified by flow cytometry in participants' peripheral blood samples based on the surface expression of selected antigens. Briefly, after red cell lysis, 150 μl of blood was incubated with 10 μl of phycoerythrin (PE) anti-osteocalcin (OC clone 190125, R&D Systems, Minneapolis, USA, catalogue no. IC1419P) and 10 μl of allophycocyanin (APC) anti-bone specific alkaline phosphatase (BAP clone B4-78, R&D Systems, catalogue no. FAB1448A) [9].

### Gene expression

PBMCs were collected from 20 ml of heparinised blood over Histopaque-1077 (Sigma-Aldrich, Milano, Italy), and processed as previously described [16]. In PBMCs, the gene expression levels of Sirtuin-1 (SIRT1) to Sirtuin-7 (SIRT7), mammalian target of rapamycin (mTOR), p66shc, p53, forkhead box protein O (FOXO), Toll-like receptor 2 (TLR2), Toll-like receptor 4 (TLR4), runt-related transcription factor 2 (RUNX2), SP7 (also known as Osterix [OSX]) and NAMPT were determined by quantitative real-time PCR (qPCR). Methodological details are given in the ESM Methods section and ESM Table 1.

### Human telomerase reverse transcriptase expression

Human telomerase reverse transcriptase (hTERT) expression in PMBCs was determined by qPCR. More information can be found in the ESM Methods section.

### Telomere length

Mean telomere length was measured from DNA by qPCR, comparing telomere (T) repeat sequence copy number with the single-copy gene (S). More information can be found in the ESM Methods section.

### NAD activity

NAD^+^ was measured in PBMCs using the NAD^+^/NADH quantification assay kit, according to the protocol of the manufacturer (Biovision, Milpitas, CA, USA). The NAD^+^ content was measured from the standard curve and normalised to the protein content of the sample.

### Western blot analysis

Protein expression levels of SIRT-1, SIRT-7, RUNX2 and OSX were determined by western blot (WB) analysis. Antibodies against SIRT1 (catalogue no. 2496), SIRT7 (catalogue no. 5360), RUNX2 (catalogue no. 8486) and GAPDH (catalogue no. 2118) were purchased from Cell Signaling Technology (Euroclone, Milan, Italy), while the antibody against OSX (catalogue no. 229258) was from Abcam (Prodotti Gianni, Milan, Italy). RUNX2 lysine acetylation was analysed by immunoprecipitation of RUNX2 followed by WB using acetyl-lysine antibody (Cell Signaling Technology, catalogue no. 9814). Further details are provided in the ESM Methods section.

### Culture in osteogenic medium

To obtain human mesenchymal stromal/stem cells (hMSCs), bone marrow aspirate pellets were plated on tissue culture Petri dishes with mesenchymal medium. Then, 1×10^6^ hMSCs were cultured in osteogenic induction medium with Mesencult Osteogenic Stimulatory Kit (StemCell Technologies, Vancouver, QC, Canada); cells were maintained by the addition of fresh osteogenic induction medium every 2–3 days, over 21 days. At the end of the differentiation period, cells were used to determine biomarkers of calcification.

THP-1 cells were obtained from the American Type Culture Collection (Manassas, VA, USA). Cells were cultured in RPMI 1640 medium (Sigma-Aldrich) supplemented with 10% FBS, 1% l-glutamine and 1% antibiotic solution in a humid atmosphere containing 5% CO_2_ at 37°C. THP-1 cells (3×10^6^/cm^2^) were plated in six-well plates coated with Matrigel (Corning Incorporated Life Sciences, Tewksbury, MA, USA) for 3 weeks in the complete osteogenic medium. The medium was replaced after 1 week, and then every 3 days. At the end of the 3 weeks, cells were stained with von Kossa. Matrigel-extracted cells next underwent dispase digestion, and were then used for gene and protein expression, as previously described [20]. In separate experiments, hMSCs and THP-1 cells were cultured in osteogenic medium with high glucose (20 mmol/l) or mannitol (20 mmol/l, as osmotic control). In separate experiments, THP-1 cells grown in complete medium with normal or high glucose were treated with selective drugs: signal transducer and activator of transcription (STAT) 1 inhibitor Fludarabine (Aurogene, Rome, Italy, catalogue no. S1491), STAT3 inhibitor Stattic (Tocris, Bristol, UK, catalogue no. 2798) and Janus kinase (JAK) inhibitor AG-490 (Tocris, catalogue no. T3434) for 24 h at the final concentration of 10 μmol/l. ELISA was used to measure the release of paracrine factors, as described in the ESM Methods section.

### Von Kossa staining and calcium measure

To verify calcification in cell cultures, we performed the von Kossa stain in hMSCs and THP-1 osteogenic medium-differentiated cells. Calcium in cell cultures was measured using the HCl extraction method. More information can be found in the ESM Methods section.

### SIRT7 silencing and overexpression

hMSCs or THP-1 cells were cultured in six-well dishes with 100 nmol/l short interfering RNA (siRNA) against SIRT7 or scrambled siRNA (scr-SIRT7) for 48 h or during the osteogenic differentiation, with four doses of siRNA against SIRT7. Cells were then transfected with Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA). Efficiency of SIRT7 knockdown was determined by qPCR. Validated Silencer Select siRNA pre-designed sequences were purchased from Applied Biosystems (Waltham, MA, USA). For SIRT7 overexpression, THP-1 cells were transfected with a SIRT7 plasmid, pcDNA3.1 SIRT7flag (Addgene.org plasmid 13818, accessed on Feb 2022). The transfection of plasmid (3 μg/well) was carried out by Lipofectamine 3000 using a control vector (pcDNA3.1/NT-GFP, Invitrogen). SIRT7 knocking was verified by qPCR.

### Mimic-miR-125b-5p and antagomir

Synthetic mimic-miR-125b-5p (50 nmol/l) was transfected into THP-1 cells for 24 h, 48 h and 72 h using Lipofectamine 3000 (Invitrogen) [21]. At the end of each experiment, the numbers of live and total cells were counted with trypan blue staining. The cell viability was 80–90%. SIRT7 gene and protein expression levels were assessed by qPCR and WB, respectively, as described above. For miR-125b-5p inhibition, THP-1 cells were cultured in an osteogenic medium with high glucose (20 mmol/l) and in the presence or absence of antagomir-125b-5p. At the end of 3 weeks, cells were collected to determine SIRT7 and RUNX2, and for the quantitative detection of calcification. Experiments were performed in the presence of scrambled miR-125b-5p.

### Candidate microRNA selection and gene expression analysis

We mined the publicly available GEO DataSets to select microRNAs (miRNAs) regulated by osteogenic conditions and high glucose. RNA was extracted from THP-1 cells and candidate miRNAs quantified by qPCR. Further details are provided in the ESM Methods section.

### RNA sequencing analysis

The gene expression profile of osteogenic induced-THP-1 cells (osteo-THP-1) in high vs normal glucose was analysed by RNA sequencing (RNA-seq), as described in the ESM Methods section, and is deposited in GEO (GSE193510).

### Statistical analysis

Data are presented as mean ± SD in the text and Table 1, and as mean ± SEM in histograms with superimposed individual data points. Non-normally distributed variables were log-transformed before analysis with parametric tests. Comparison between two group means was performed using unpaired two-tailed Student’s *t* test. ANOVA with least square difference post hoc test was used to compare three or more groups. Differences between categorical data were assessed by χ^2^ test. Linear correlation between two continuous variables was explored with Pearson's *r* and age-adjusted using the partial correlation function. SPSS version 22.0 was used, and statistical significance was accepted at *p<*0.05.

**Table 1:** Participant characteristics

Variable	All (*n* = 87)	CC− (*n* = 18)	CC+ (*n* = 69)	*p*
Demographics				
Number	87	18	69	
Age (years)	68 ± 8	67 ± 12	68 ± 7	0.743
Sex (M/F)	70/17	12/6	58/11	0.574
Diabetes duration (years)	13.7 ± 9.9	13.5 ± 11.8	13.8 ± 9.3	0.936
Risk factors				
Hypertension (no/yes)	94.2	94.9	94.1	0.579
Smoking (no/active or previous)	66.7	55.6	69.6	0.275
Family history of CVD (no/yes)	73.6	77.8	72.5	0.770
BMI (kg/m^2^)	28.7 ± 4.3	29.4 ± 5	28.5 ± 4	0.416
Waist (cm)	105 ± 13	107 ± 17	105 ± 12	0.747
Laboratory exams				
HbA_1c_				0.276
mmol/mol	58 ± 12	54 ± 10	60 ± 13	
%	7.5 ± 1.6	7.1 ± 1.3	7.6 ± 1.6	
Total cholesterol				0.517
mmol/l	4.0 ± 0.9	3.9 ± 0.7	4.1 ± 0.9	
mg/dl	156 ± 34	151 ± 27	157 ± 36	
HDL-cholesterol				0.233
mmol/l	1.2 ± 0.3	1.3 ± 0.4	1.2 ± 0.3	
mg/dl	46 ± 12	49 ± 14	45 ± 11	
LDL-cholesterol				0.434
mmol/l	2.2 ± 0.8	2.1 ± 0.5	2.3 ± 0.9	
mg/dl	86 ± 31	81 ± 21	87 ± 33	
Triacylglycerols				0.811
mmol/l	1.4 ± 0.7	1.4 ± 0.6	1.4 ± 0.7	
mg/dl	125 ± 59	122 ± 55	126 ± 60	
Serum creatinine (μmol/l)	91.6 ± 27.6	89.2 ± 19.6	92.2 ± 29.6	0.680
eGFR (ml min^−1^ 1.73 m^−2^)	79.4 ± 23.8	77.5 ± 20.1	79.9 ± 24.6	0.707
AER (mg/g)	158 ± 627	19 ± 15	188 ± 689	0.423
Uric acid (mmol/l)	0.37 ± 0.13	0.40 ± 0.15	0.36 ± 0.11	0.195
White blood cells (×10^6^/l)	6.783 ± 2.485	6.214 ± 2.041	6.936 ± 2.584	0.277
Coronary artery disease				
Calcific vessels	1.8 ± 1.1	0 ± 0	2.3 ± 0.7	<0.001
Calcific segments	3.3 ± 2.4	0 ± 0	4.2 ± 1.9	<0.001
SYNTAX score	19 ± 16	6 ± 10	22 ± 16	<0.001
Therapies, %				
Insulin	32.9	30.8	33.3	0.861
Metformin	56.2	53.9	56.7	0.855
Incretin	11.0	15.3	10.0	0.579
Sulfonylurea	23.3	15.4	25.0	0.464
Pioglitazone	2.7	0	0.03	0.511
ACE inhibitors/ARBs	81.3	93.8	78.1	0.156
Calcium channel blockers	35.4	18.8	39.6	0.088
Beta blockers	55.0	43.8	57.8	0.381
Anti-platelet agents	77.5	62.5	81.4	0.178
Statin	73.8	68.8	75.0	0.617
Warfarin	15.0	12.5	15.6	0.758

The table shows demographic and anthropometric variables in the whole study group, and comparison between participants without (CC−) and with (CC+) CC. Data are presented as mean ± SD for continuous variables or as frequencies and percentages for categorical variables

ARBs, angiotensin receptor blocker; M/F, male/female

## Results

### CC associates with elevated MCCs and a pro-calcific ageing signature

Participant characteristics according to the presence or absence of CC are summarised in Table 1. No significant difference was observed between the two groups, allowing an unbiased comparison of molecular pathways. In line with our prior findings, circulating levels of MCCs were 2.8-times higher in diabetic participants with CC (*p=*0.037; Fig. 1a). One participant had an unusable sample for mRNA quantification. In the MNC population, which represents the MCC progeny, CC was associated with significantly 50% elevated expression of the master regulator of the cellular osteogenic program, RUNX2, at gene (1.38±1.06 vs 0.95±0.42; *p=*0.013; Fig. 1b) and protein (1.70±1.43 vs 0.76±0.44; *p=*0.041; Fig. 1c) level. Importantly, RUNX2 is inherently related to MCC differentiation from MNCs [9].

**Fig. 1:**
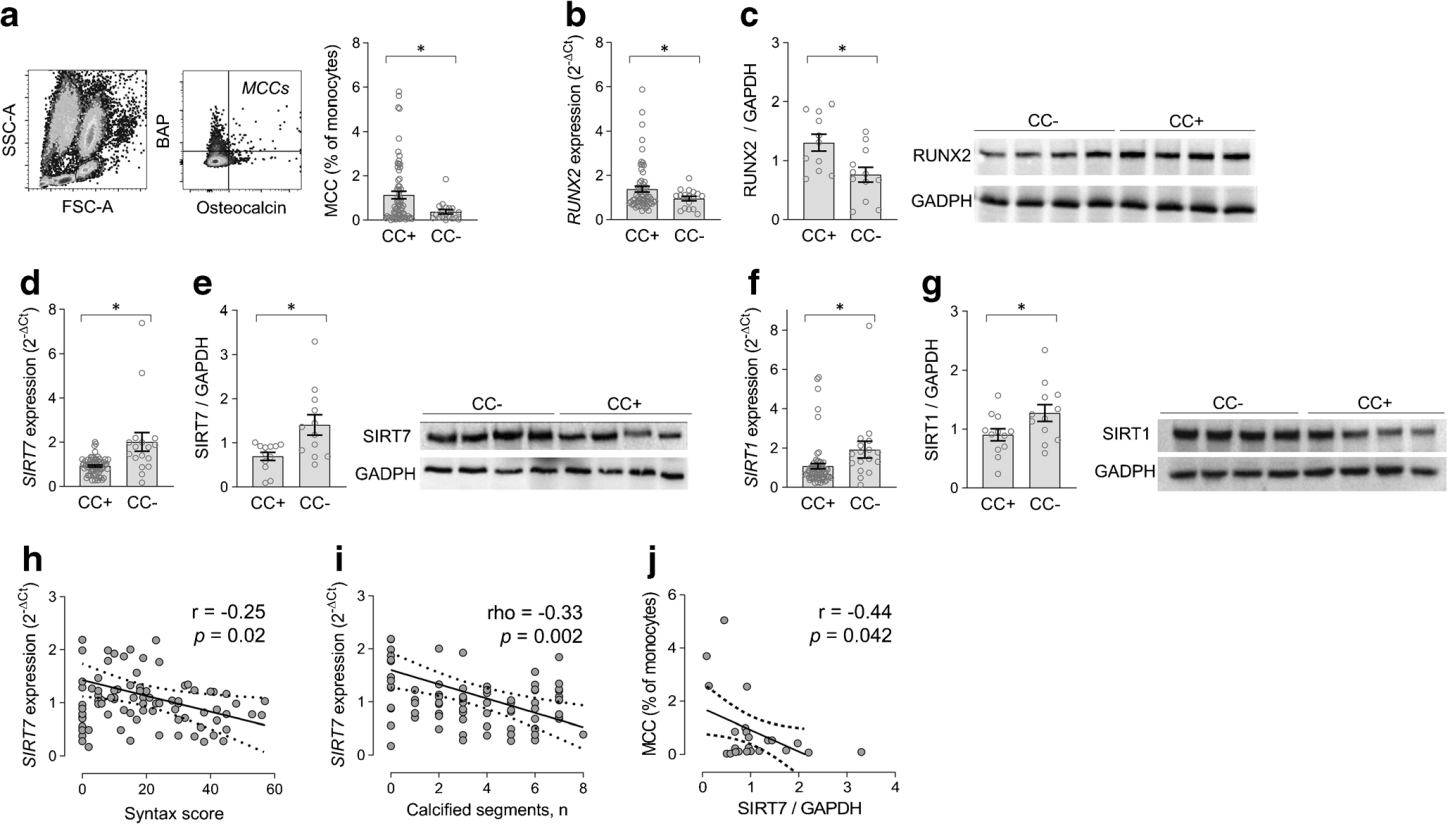
Findings from the clinical study cohort. (**a**) The gating strategy used to identify monocytes and MCCs in the upper-right corner of the OC/BAP plot. Levels of MCCs, expressed as percentage of the MNC gate, in participants with (CC+) and without (CC−) CC. (**b**, **c**) Expression of RUNX2 gene (**b**) and protein (**c**; relative to GAPDH, with representative WB images on the right) in MNCs from CC+ and CC−. (**d**–**g**) Expression levels of SIRT7 and SIRT1 genes and proteins in the two groups of participants are shown in (**d**) and (**e**), and (**f**) and (**g**), respectively, with representative WB images on the right-hand parts of (**e**) and (**g**). Protein expression was quantified in 12 randomly selected participants in each group. (**a**–**g**) Histograms indicating mean with SEM bars and superimposed circles indicating individual data points. *p<0.05 for the indicated comparison (exact *p* values are given in the text). (**h**, **i**) Linear correlations between SYNTAX score (**h**) or the number of coronary segments with calcification (**i**) and SIRT7 gene expression. (**j**) Linear correlation between SIRT7 protein content in MNCs and the level of MCCs. Correlation plots show the regression line with dashed 95% CIs, as well as the age-adjusted Pearson’s *r* and *p* values

Since vascular calcification identifies an ageing phenotype, we examined the expression of a series of longevity-associated genes and protein products in MNCs (ESM Table 2). In participants with CC (CC+), as compared with those without (CC−), SIRT7 expression was reduced at gene (−45%; *p=*0.021; Fig. 1d) and protein (−25%; *p=*0.012; Fig. 1e) level. To a lesser extent, SIRT1 expression was also reduced (gene, −35%; *p=*0.017; protein, −14%; *p=*0.047; Fig. 1f, g) in CC+ vs CC− participants. Within the MNC fraction, we detected no difference in gene expression of *SIRT7* and *RUNX2* between lymphocytes and monocytes (ESM Fig. 1). After age-adjustment, *SIRT7* gene expression inversely correlated with SYNTAX (Synergy between percutaneous coronary intervention with TAXUS and cardiac surgery) score (a measure of coronary artery disease severity; *R*=−0.25; *p=*0.02; Fig. 1h), and with the number of calcified arteries (*R*=−0.38; *p<*0.001) and segments (ρ=−0.33; *p=*0.002; Fig. 1i). An inverse correlation between SIRT7 protein and MCC levels was also observed (*R*=−0.44; *p=*0.042; Fig. 1j). Such associations were not present for SIRT1 (not shown). As an additional pathway linked to ageing, we examined telomere length and telomerase expression, which were similar in CC+ vs CC− participants (ESM Fig. 2). We thus focused on SIRT7 to evaluate its role in calcification and correlation with MCCs.

### SIRT7 promotes the osteogenic program in mesenchymal cells

The exposure of hMSCs to the osteogenic medium induced typical genes of the osteogenic program (including *RUNX2*, *OSX/SP7* and *OCN*; Fig. 2a), concomitantly suppressing *SIRT7* expression (*p*=0.022; Fig. 2b). To simulate the diabetes milieu, we exposed hMSCs to normal glucose (5 mmol/l), high glucose (20 mmol/l) or equimolar mannitol (osmotic control) concentrations during osteogenic differentiation. Compared with normal glucose and osmotic controls, high glucose increased calcified area upon von Kossa staining (Fig. 2c, d). Osteogenic differentiation of hMSCs in the presence of high glucose further increased *RUNX2* (Fig. 2e) and *OSX/SP7* expression (Fig. 2f) and downregulated *SIRT7* (Fig. 2g).

**Fig. 2:**
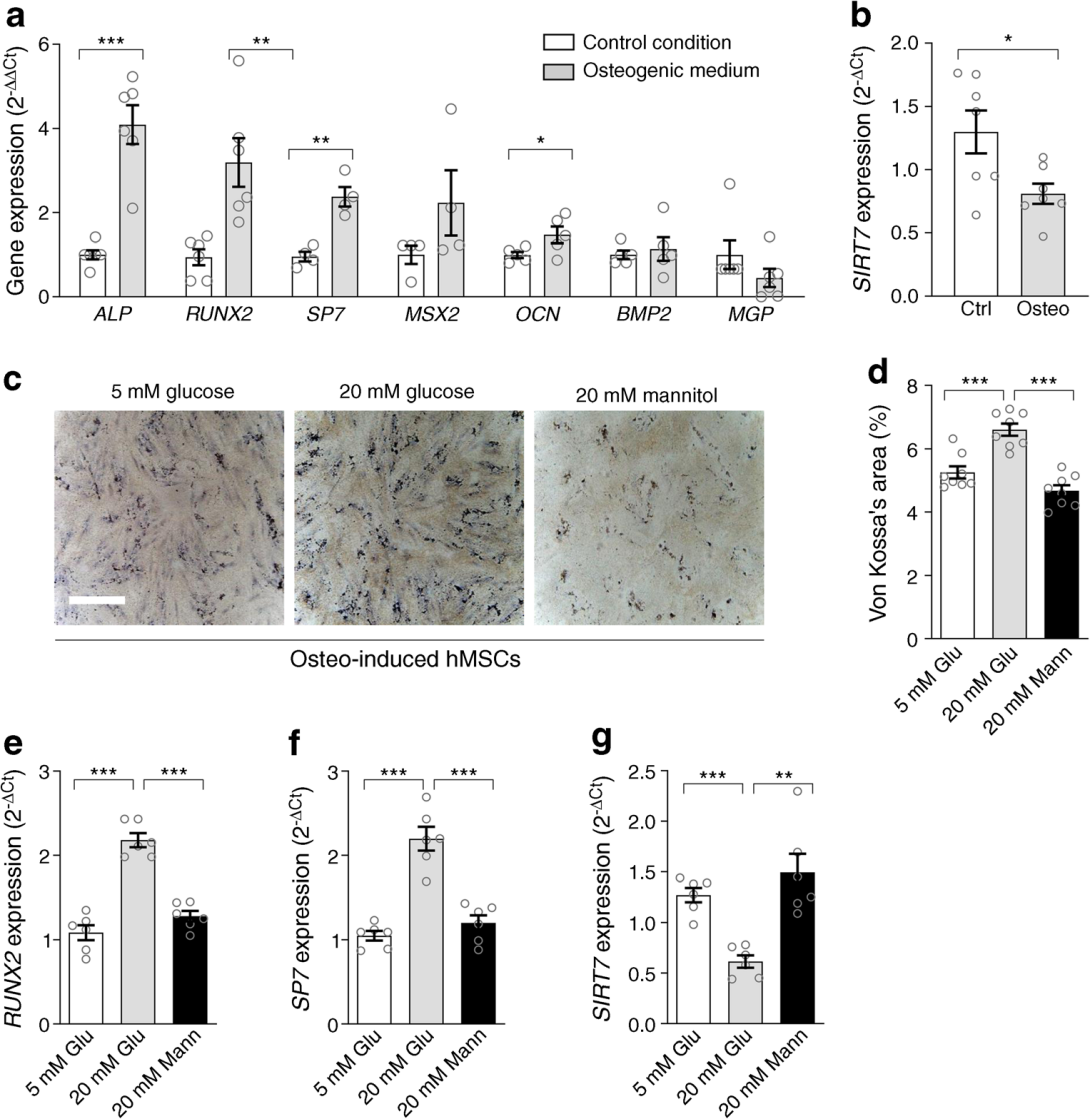
SIRT7 downregulation during pro-calcific differentiation and in high glucose. (**a**) Expression of selected pro-calcific genes during osteogenic differentiation of hMSCs compared with the control condition. (**b**) *SIRT7* gene expression in hMSCs grown in the osteogenic medium (Osteo) compared with the control unstimulated condition (Ctrl). (**c**) Representative microphotographs of von Kossa staining of hMSCs under osteogenic medium (osteo-induced) and grown in normal glucose (5 mmol/l), high glucose (20 mmol/l) or equimolar mannitol as osmotic control. (**d**) Quantification of von Kossa-stained area, as percentage of the total area, in the three conditions shown in panel (**c**). (**e**–**g**) Gene expression of *RUNX2* (**e**), *OSX/SP7* (**f**) and *SIRT7* (**g**) in osteo-induced hMSCs grown in 5 mmol/l glucose, 20 mmol/l glucose or 20 mmol/l mannitol. Histograms show means with SEM bars and superimposed circles indicate individual data points. For the indicated comparisons, statistical significance was as follows: *p<0.05; **p<0.01; ***p<0.001. Glu, glucose; Mann, mannitol

To verify whether *SIRT7* downregulation was a cause or effect of the osteogenic program, we silenced *SIRT7* expression in hMSCs. We achieved a ~50% reduction in *SIRT7* gene expression by siRNA (Fig. 3a, b). Interestingly, in *SIRT7*-knockdown cells, gene and protein expression of RUNX2 and OSX/SP7 were increased compared with control cells and with scramble-RNA-transfected cells (Fig. 3c–f). Gene expression of *OCN* was also increased, whereas *BMP2*, *MGP* and *MSX2* expression was unaffected (Fig. 3c). *SIRT1* expression remained unchanged in *SIRT7*-silenced cells (Fig. 3g, h), thereby ruling out unspecific effects and interactions between SIRT7 and SIRT1. These results suggested that *SIRT7* downregulation may drive the osteogenic program. Indeed, when we exposed hMSCs to the osteogenic medium in the presence of siRNA-SIRT7, greater calcium deposition was observed with von Kossa staining than in control or scramble-RNA osteogenic-induced hMSCs (Fig. 3i). Calcium measured by a quantitative assay confirmed that *SIRT7* silencing increased calcium deposition during osteo-induction of hMSCs (Fig. 3j). Consistently, gene expression of *RUNX2* and *OSX* was significantly increased in SIRT7-silenced osteo-mesenchymal stem cells (MSCs), whereas *SIRT1* expression did not change (Fig. 3k).

**Fig. 3:**
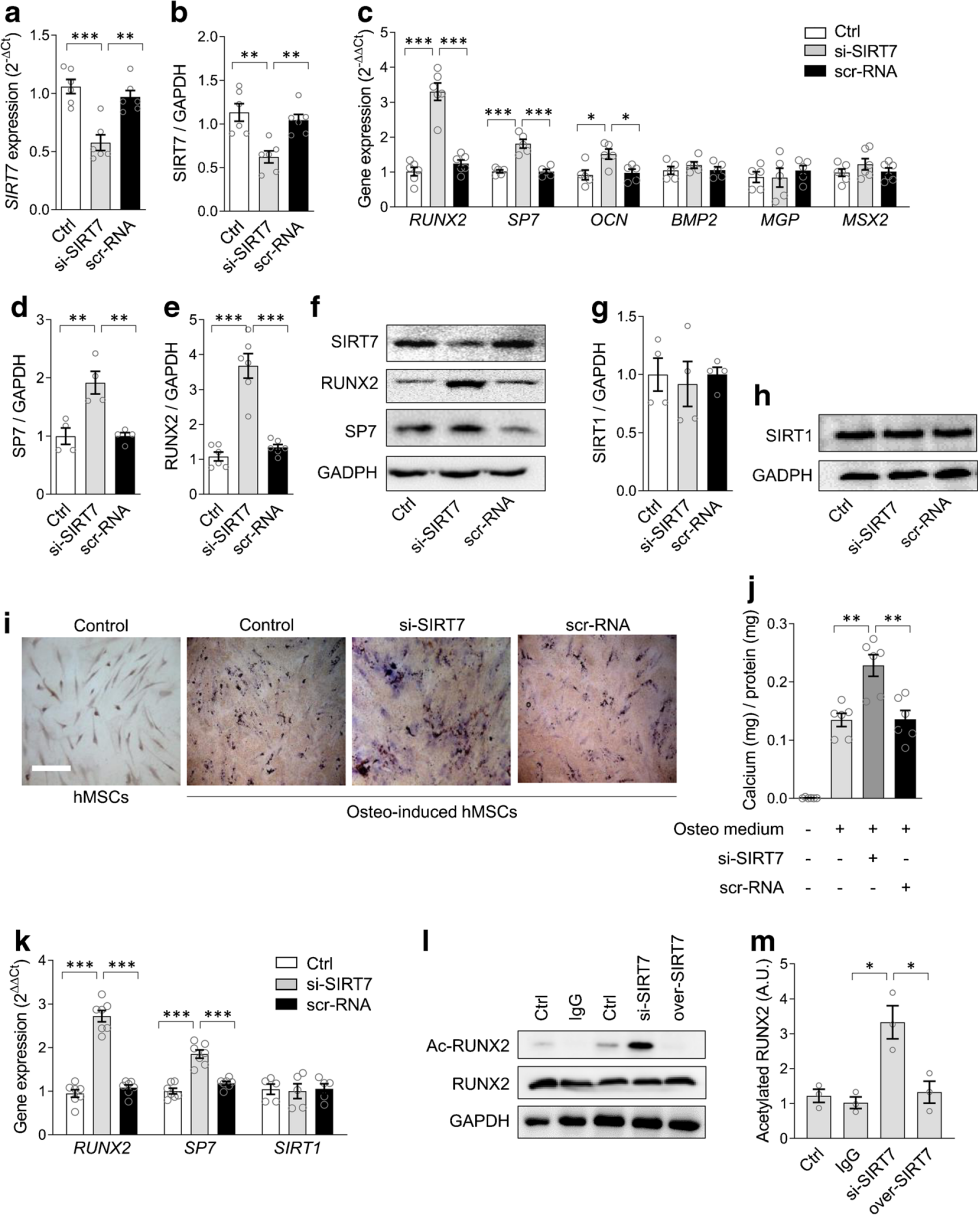
SIRT7 regulates the pro-calcific program. (**a**, **b**) Effects of *SIRT7* knockdown with siRNA (si-SIRT7) on SIRT7 expression at gene (**a**) and protein (**b**) level in hMSCs. (**c**) Effects of *SIRT7* knockdown by siRNA on gene expression of hMSCs grown in normal conditions. (**d**–**f**) Induction of OSX/SP7 (**d**) and RUNX2 (**e**) proteins by si-SIRT7; (**f**) representative WBs. (**g**, **h**) SIRT1 protein content in hMSCs with SIRT7 knockdown. (**i**) Representative microphotographs of hMSCs cultured under normal medium or osteogenic medium with or without si-SIRT7. (**j**) Quantification of calcium content in the culture assay shown in (**i**) using a chemical extraction method. (**k**) Changes in the expression of *RUNX2*, *OSX/SP7* and *SIRT1* in hMSCs grown in osteogenic medium with or without si-SIRT7. In all conditions from (**a**) to (**k**), two negative controls are shown: untreated control cells (Ctrl) and cells transfected with a scramble-RNA (scr-RNA). (**l**, **m**) Lysine-acetylated RUNX2 was quantified by WB (**l**) in hMSCs grown in osteogenic medium with or without SIRT7 silencing (si-SIRT7) or SIRT7 induction (over-SIRT7). The control IgG conditions are shown (**m**). Histograms show means with SEM bars and superimposed circles indicate replicate experiments. For the indicated comparisons, statistical significance was as follows: *p<0.05; **p<0.01; ***p<0.001. Ac-RUNX2, acetylated RUNX2; AU, arbitrary units

### RUNX2 is a target of SIRT7 deacetylase activity

Since SIRT7 acts as a protein lysine deacetylase, we examined whether SIRT7 regulates RUNX2 acetylation in hMSCs grown in osteogenic medium. We performed experiments in SIRT7-silenced and SIRT7-overexpressing cells and determined the level of RUNX2 lysine acetylation. The degree of RUNX2 acetylation induced by osteogenic differentiation of hMSCs was strongly increased in SIRT7-silenced cells (*p*=0.01 vs IgG control), while RUNX2 acetylation was abolished by SIRT7-overexpressing cells (Fig. 3l, m).

### SIRT7 regulates glucose-induced calcification by myeloid cells

We then moved to analysing whether SIRT7 regulates calcification by the human myeloid cell line THP-1. After verifying that THP-1 cells can be forced toward a pro-calcific phenotype resembling MCCs (Fig. 4a), we performed experiments in *SIRT7*-silenced and *SIRT7*-overexpressing THP-1 cells grown in osteogenic medium (Fig. 4b). Successful silencing and overexpression of SIRT7 are shown in ESM Fig. 3. In SIRT7-silenced osteo-THP-1 cells, the percentage area stained with von Kossa and the amount of calcium deposition were enhanced compared with osteo-THP-1 in the control condition (Fig. 4c). Consistently, in SIRT7-overexpressing cells, the percentage of von Kossa-stained area and calcium concentrations were reduced (Fig. 4c), as was gene expression of *RUNX2* and *OSX* (Fig. 4d). THP-1 cells grown in osteogenic medium secreted more calgranulin S100A8 (+25%; *p=*0.006) than THP-1 cells in the control medium, which was further enhanced by SIRT7 knockdown (+57%; *p=*0.007; ESM Fig. 4). In addition, SIRT7-silenced THP-1 cells secreted more allograft inflammatory factor-1 (AIF-1; +36%; *p=*0.006; ESM Fig. 4), which is a monocyte-derived factor implicated in atherosclerotic calcification [10].

**Fig. 4:**
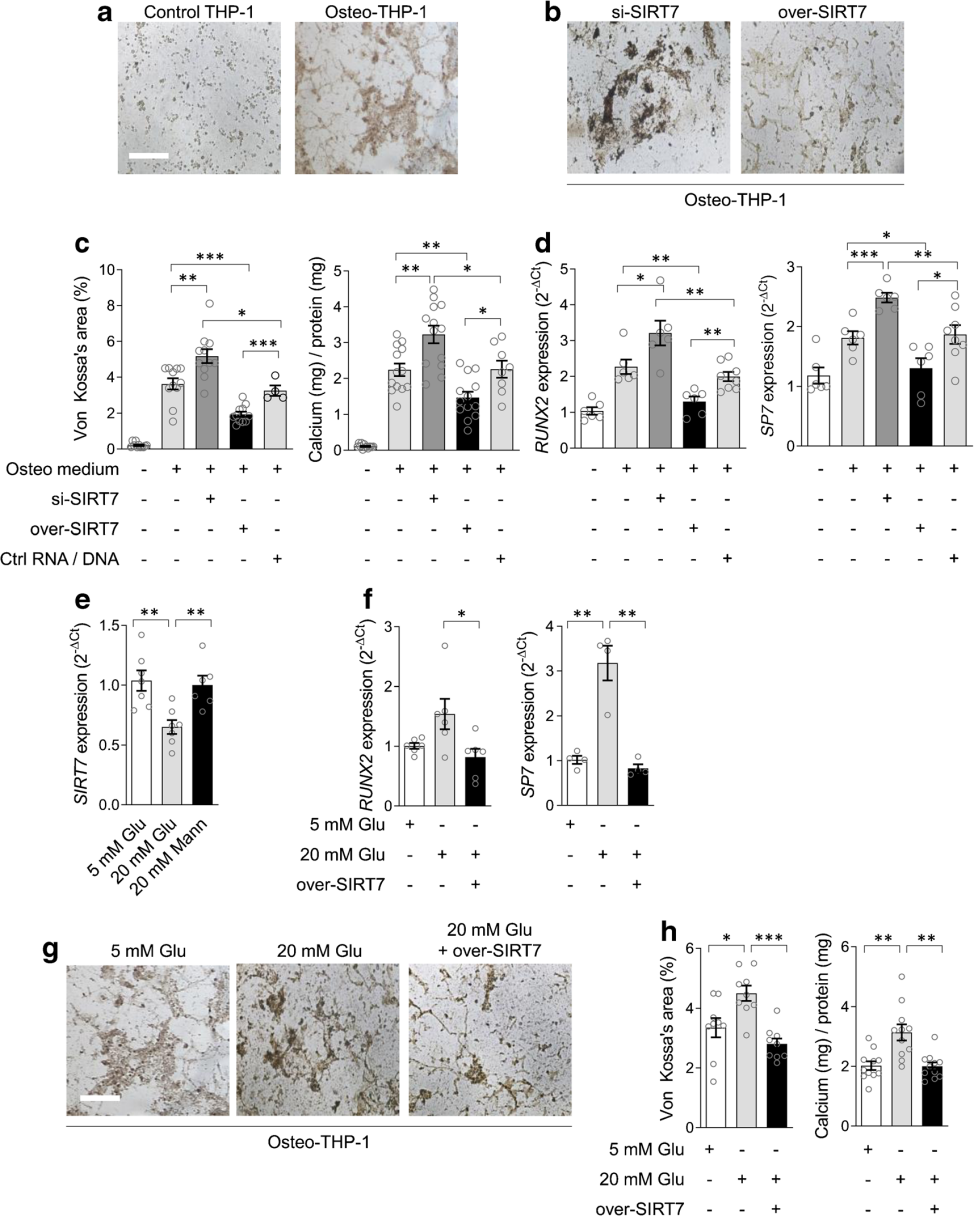
SIRT7 regulates myeloid cell calcification in high glucose. (**a**) Effects of incubating the myeloid cell line THP-1 cells with osteogenic medium on calcification assessed by von Kossa staining. (**b**) Calcification, as assessed by von Kossa staining, by THP-1 cells grown in osteogenic medium and transfected with siRNA against *SIRT7* or with a SIRT7 plasmid to obtain overexpression. (**c**) Quantification of von Kossa-stained area (left) and quantitative measure of calcium content (right) in the four culture conditions of THP-1 cells shown in panels (**a**) and (**b**). (**d**) Gene expression of *RUNX2* and *OSX*/*SP7* in the four conditions shown in (**a**) and (**b**). (**e**–**g**) Effects of exposing THP-1 cells to high (20 mmol/l) glucose (Glu) compared with normal glucose (5 mmol/l) and high mannitol (Mann) on gene expression of *SIRT7* (**e**), and pro-calcific genes *RUNX2* and *OSX*/*SP7* (**f**). (**g**) Representative microphotographs of THP-1 cells grown in osteogenic medium and exposed to normal (5 mmol/l) or high (20 mmol/l) glucose with or without overexpression of SIRT7 (over-SIRT7). (**h**) Quantification of calcification in the three conditions shown in (**g**) using von Kossa staining (left) and quantitative measure of calcium content (right). Histograms show means with SEM bars and superimposed circles indicate individual data points. For the indicated comparisons, statistical significance was as follows: *p<0.05; **p<0.01; ***p<0.001. Ctrl, control

Since high glucose promoted MSC calcification with concomitant *SIRT7* downregulation, we evaluated if SIRT7 overexpression prevented glucose-induced calcification by myeloid cells. As observed with hMSCs, incubation of osteo-THP-1 cells with high glucose significantly reduced *SIRT7* expression (Fig. 4e), induced *RUNX* and *OSX/SP7* (Fig. 4f), and increased calcified area measured by von Kossa staining and calcium content (Fig. 4g, h). Overexpressing *SIRT7* during osteogenic induction of THP-1 cells reduced calcified area and repressed the rise of *RUNX2* and *OSX* induced by high glucose (Fig. 4f, h).

Altogether, these data support a causative role for *SIRT7* downregulation in the pro-calcific differentiation of myeloid cells exposed to high glucose and provide a mechanistic explanation for the findings obtained in individuals with or without CC.

### SIRT7 downregulation under high glucose depends on miR-125b-5p

We explored mechanisms whereby high glucose reduced *SIRT7* expression, thus driving the pro-calcific switch of myeloid cells. *SIRT7* is post-transcriptionally regulated by several miRNAs [22], and we found that both osteogenic induction and high glucose downregulated *SIRT7* expression. We therefore mined GEO2R using specific search terms to identify candidate miRNAs consistently upregulated in human cells by both high-glucose and osteogenic conditions (Fig. 5a) or known to target *SIRT7*. We thus quantified the expression of miR-125b, miR-122, miR-93, miR-340, miR-34c-5p and miR-324-3p during osteo-differentiation of THP-1 cells in the presence of normal or high glucose or osmotic control (Fig. 5b). During osteo-differentiation of THP-1 cells, miR-125b was significantly upregulated in osteo-THP-1 cells under high glucose compared with normal glucose and osmotic control. The expression of other candidates remained unchanged (Fig. 5b). To determine whether miR-125b-5p affected *SIRT7* expression, we transfected mimic-miR-125b-5p into THP-1 cells for 24 h, 48 h and 72 h and examined SIRT7 gene (Fig. 5c) and protein (Fig. 5d) expression. miR-125b-5p mimic repressed *SIRT7* mRNA expression level at 24 h, with maximal effect on SIRT7 protein between 48 h and 72 h (Fig. 5c, d). To confirm that glucose-induced miR-125b-5p repressed *SIRT7*, enhancing the osteogenic phenotype, we cultured THP-1 cells under osteogenic conditions with antagomir-125b-5p in normal or high glucose. Antagomir-125b-5p restored gene expression of *SIRT7*, attenuated gene expression of *RUNX2* and ultimately reduced calcium content (Fig. 5e–g). These data show that high glucose induces miR-125b-5p, which, in turn, is responsible for *SIRT7* downregulation and potentiation of calcification. A significant inverse correlation further supporting this link was observed between plasma miR-125b-5p levels and *SIRT7* gene expression in MNCs of participants with type 2 diabetes (*r*=−0.46; *p<*0.001; Fig. 5h). In addition, MNC expression of miR-125b-5p was significantly higher in CC+ compared with CC− participants (*p*=0.01; Fig. 5i).

**Fig. 5:**
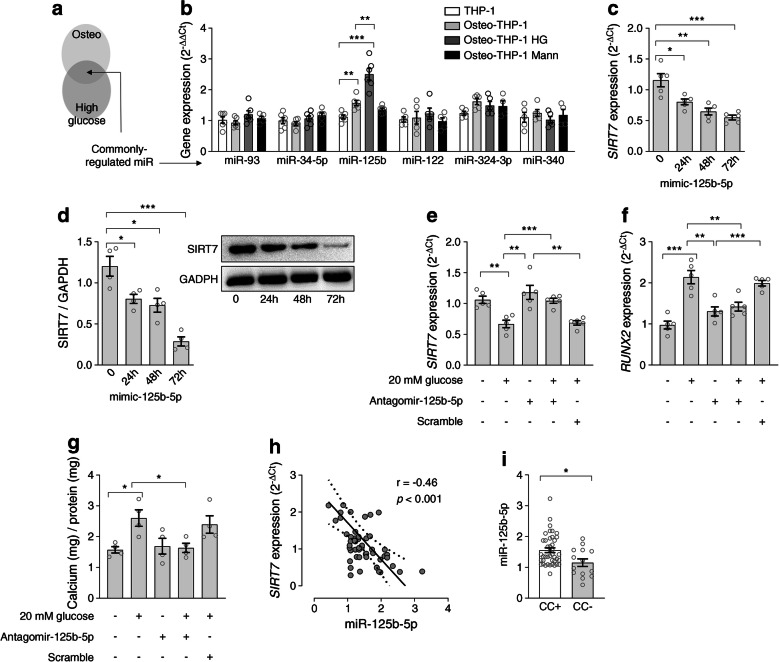
SIRT7 is controlled by miR-125b-5p in myeloid cells. (**a**) Strategy used to identify miRNAs (miR) commonly regulated by both exposure to osteogenic conditions (osteo) and exposure to high glucose. (**b**) Expression of candidate miR in unstimulated THP-1 cells, and osteo-THP-1 cells in normal glucose, high glucose (HG, 25 mmol/l) or equimolar mannitol (Mann). (**c**) Time course of the expression of *SIRT7* in THP-1 cells incubated with a miR-125b-5p mimic RNA. (**d**) Time course of SIRT7 protein content in THP-1 cells incubated with a miR-125b-5p mimic RNA (representative WBs of SIRT7 protein and of the housekeeping GAPDH before [0] and 24 h, 48 h and 72 h after incubation with miR-125 mimic are also shown). (**e**–**g**) Expression of *SIRT7* (**e**) and *RUNX2* (**f**) and calcium content (**g**) in osteo-THP-1 cells exposed to normal or high (20 mmol/l) glucose in the presence or absence of antagomir against miR-125b-5p or negative control (scramble). (**h**) Linear correlation between miR-125b-5p expression and *SIRT7* gene expression in MNCs of participants with diabetes undergoing coronary angiography (the regression line is shown, with dashed lines representing 95% CI). (**i**) Mean expression of miR-125b-5p in diabetic participants according to the presence (CC+) or absence (CC−) of CC. Histograms show means with SEM bars and superimposed circles indicate individual replicates. For the indicated comparisons, statistical significance was as follows: *p<0.05; **p<0.01; ***p<0.001

### The JAK/STAT pathway drives a pro-calcific switch under high glucose

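THP-1 is an established human monocytic leukaemia cell line, and osteo-THP-1 are THP-1 cells kept in osteogenic medium. Poly(A)-selected RNA was sequenced from 4 libraries of osteo-THP-1 cells in normal glucose (5 mmol/l) and 4 libraries in high glucose (20 mmol/l). The ESM gives the time in osteogenic medium as 21 days and the sample labels as 3 weeks. The authors filtered the reads for quality, aligned and counted them in CLC Genomics Workbench, and scaled the counts by the TMM (trimmed mean of M-values) method. Their table lists 22170 transcripts of 12636 genes by RefSeq identifier. For each library it holds a count and a TMM-adjusted CPM (the count scaled to a common library size), beside the authors' log2 fold change and false discovery rate. The paper's text does not name the rule by which other transcripts were left out.

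The counts per library added up to between 22174827 and 26417377 in normal glucose (median 25254475) and to between 25789861 and 26764898 in high glucose (median 26315180.5). The paper gives a depth of about 30 to 40 M reads per sample. All values given here use the counts and CPM of the table. Replicate 1 of normal glucose had fewer than 20 counts in 182 transcripts, and the other 7 libraries had fewer than 20 counts in 1386 to 1612 transcripts each.

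The 4 normal glucose libraries were not independent of each other in the table. The CPM of replicates 1 and 2, added up and divided by those of replicates 3 and 4, had an interquartile range of 0.999 to 1.00 over the 21387 transcripts with a mean count of at least 20. This ratio was within 5% of 1 in 99.3% of these transcripts. The share was 13.1% and 13.5% for the other ways of pairing the normal glucose libraries and between 9.04% and 26.8% for the high glucose libraries. The difference between the sums varied by 0.0476 of the sampling noise of the counts, where independent libraries vary by at least 1. Where the ratio is close to 1, the value of 1 normal glucose column follows from the other 3, and the relation does not tell which column that is. The CPM of replicate 4 departed from a fixed multiple of its count in 3037 transcripts, against 5 to 14 transcripts in each other library. Results are therefore given with all 8 libraries, as was set before the data were examined, and with the 7 libraries other than normal glucose replicate 4. Means in normal glucose cover replicates 1 to 3, and the value of replicate 4 is given apart.

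High and normal glucose were compared by limma with a mean-variance trend, fitted to log2(CPM + 1) of the 20633 transcripts with a mean CPM of at least 1. The p-values were adjusted by the Benjamini-Hochberg method. No pairing or batch term was used.

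**Figure D1:**
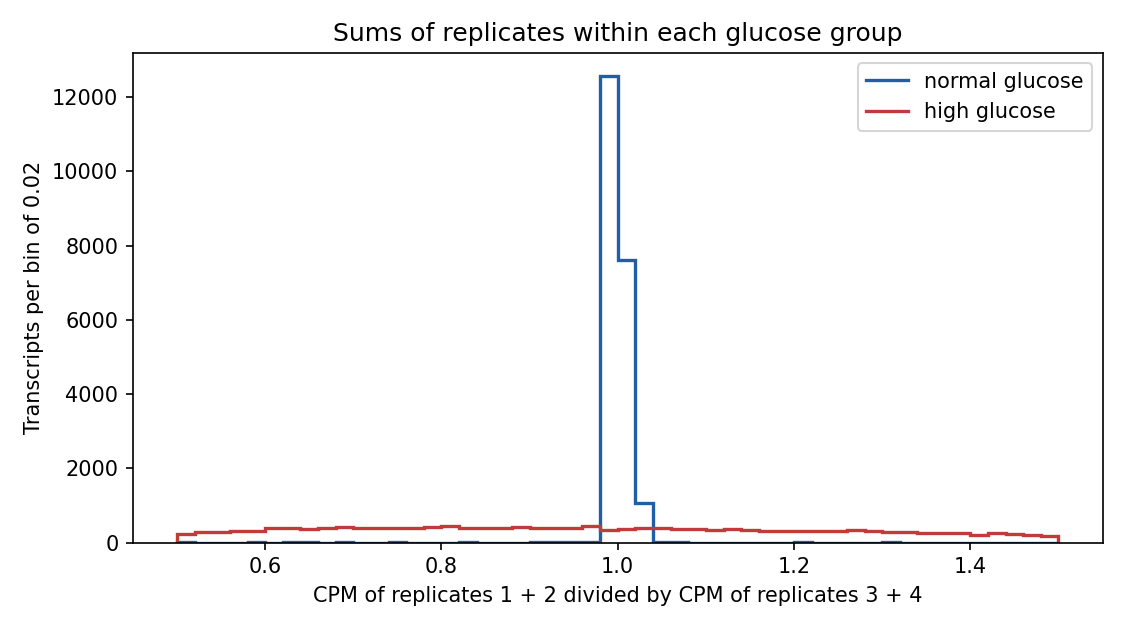
Number of transcripts (vertical axis) by the ratio of the summed CPM of replicates 1 and 2 to that of replicates 3 and 4 (horizontal axis, no unit), in bins of 0.02, for normal glucose and for high glucose. Transcripts with a mean count of at least 20 are drawn. The normal glucose ratios lie close to 1, and the high glucose ratios spread over the whole axis.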

We performed RNA-seq to investigate the transcriptional signature induced by high glucose in THP-1 cells grown in osteogenic conditions (GSE193510). The principal component analysis (PCA) displays a net separation of cells grown in normal or high glucose (Fig. 6a). 

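The principal components were computed from the centred log2(CPM + 1) of the 500 transcripts with the largest variance. The first component held 38.0% of the variance and the second held 15.3%. On the first component, normal glucose replicates 1 to 4 scored -13.6, -11.4, 9.68 and -30.3, and high glucose replicates 1 to 4 scored 10.0, 6.29, 16.7 and 12.6. Normal glucose replicate 3 therefore lay within the range of the high glucose libraries on this component. On the second component it scored 19.9, above the other normal glucose libraries (-8.75 to 8.25) and the high glucose libraries (-8.95 to -4.04). The mean scores of the groups on the first component differed by 22.8 (exact two-sided permutation test over 70 relabellings, p = 0.0571). In the same test without normal glucose replicate 3, the difference was 31.1 (exact permutation p = 0.0286).

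Without normal glucose replicate 4, the first component held 28.2% and the second 19.0% of the variance. The remaining normal glucose libraries scored from -16.7 to -8.57 on the first component, and the high glucose libraries scored from 5.37 to 16.2. The difference in means was 24.4 (exact permutation p = 0.0286 over 35 relabellings, the smallest p these 7 libraries allow). With all 8 libraries, the share of variance on the first component moved most with a pseudocount of 0.1 in place of 1, to 27.9%. There the difference between the groups had an exact permutation p of 0.0571.

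**Figure D2:**
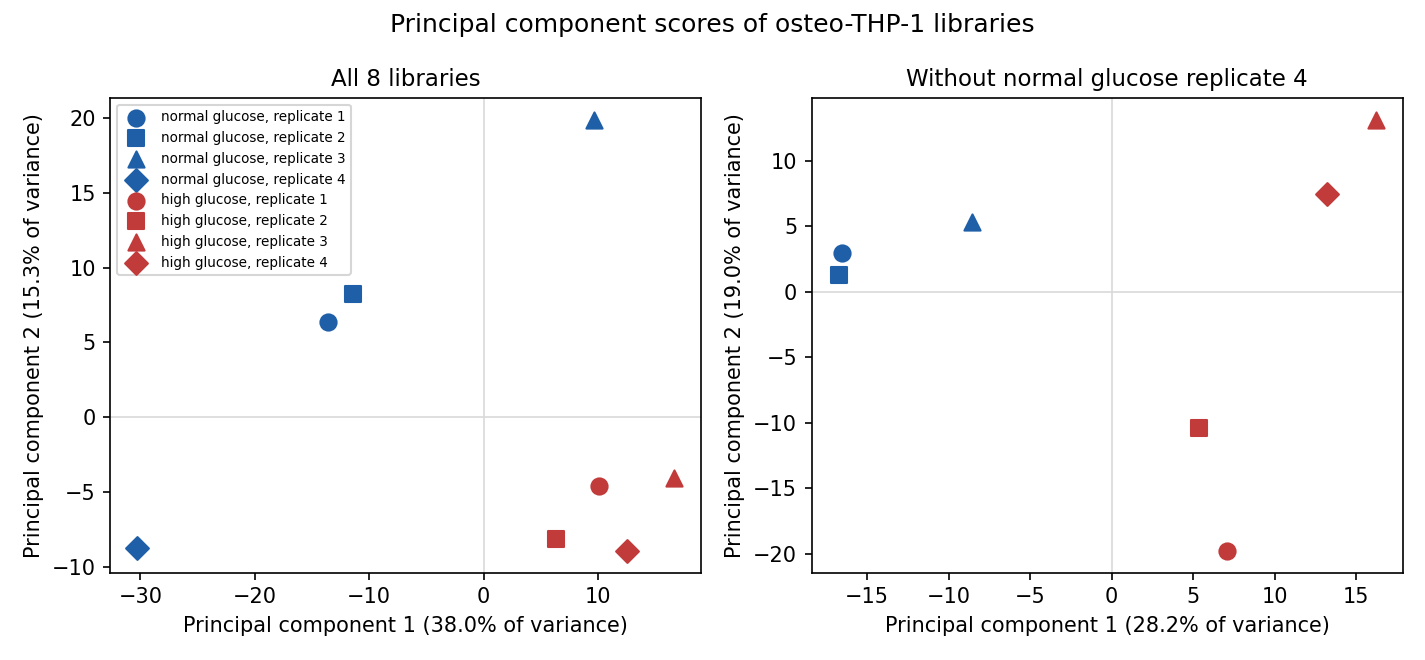
Scores of each library on the first (horizontal axis) and second (vertical axis) principal component of log2(CPM + 1), from all 8 libraries (left) and from the 7 libraries without normal glucose replicate 4 (right). Blue symbols are normal glucose and red symbols high glucose, with one symbol shape per replicate. In the left panel, normal glucose replicate 3 lies at 9.68 on the first component, between high glucose libraries; in the right panel, the groups do not overlap on the first component.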

Differential gene expression analysis identified 36 upregulated and 27 downregulated genes (Fig. 6b, ESM Table 3). 

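In the comparison of all 8 libraries by limma, 35 of the 20633 transcripts had a Benjamini-Hochberg adjusted p-value under 0.05, of which 15 were higher and 20 lower in high glucose. In each of these 35 transcripts, the high glucose libraries all lay on one side of the normal glucose libraries. Such a separation held in 2228 of all transcripts tested (10.8%), where chance gives 2.86% if the 8 libraries are independent. The normal glucose libraries are not, so the excess over 2.86% does not measure an effect of glucose. An unadjusted p-value under 0.05 was reached by 4077 transcripts. Fig. 6b marks fold changes past 2 with a p-value under 0.05, and in this fit 187 transcripts were higher and 225 lower past these limits without adjustment. The paper's numbers of genes rest on a stricter limit, as all 63 entries of ESM Table 3 have the authors' false discovery rate under 0.05.

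Without normal glucose replicate 4, 23 transcripts had an adjusted p-value under 0.05, 11 higher and 12 lower, and 93 transcripts were higher and 161 lower past a fold change of 2 with an unadjusted p-value under 0.05. Of the 35 transcripts, 21 were also among these 23. This fit had no term for the numbers on the sample sheet, which were read from the column headings. With such a term, chosen after the values were seen, the 7 libraries gave 303 transcripts, 161 higher and 142 lower. The largest move came from leaving out normal glucose replicate 3, after which 568 transcripts had an adjusted p-value under 0.05, 77 higher and 491 lower.

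Of the 35 transcripts, 24 are listed in ESM Table 3. The largest rise on the log2 scale was that of an S100A8 transcript. EEF1E1 (NM_001135650.1) rose by 2.61 with a standard error of 0.38 (adjusted p = 0.0438 by limma). Its adjusted p was 0.0679 without normal glucose replicate 4. The rises of PPCS (NM_001287511.1), TIPRL (NM_001031800.2) and PTPN11 (NM_080601.2) were 2.32, 2.28 and 2.26. When the transcripts of each gene were added up, which was chosen after the values were seen, the changes of these genes were 0.79 for EEF1E1, 0.13 for PPCS, -0.18 for TIPRL and -0.47 for PTPN11. Among falls, ARHGAP11A (NM_014783.5) had a log2 fold change of -2.02 with a standard error of 0.17 (adjusted p = 0.00357 by limma), and ZNF518A (NM_001330734.1) had one of -1.88. PPP4R3B (NM_001282850.1) had a log2 fold change of -1.49 and PTCH1 (NM_001083607.1), which is not in ESM Table 3, had one of -1.47. The adjusted p of both was 0.0488, and 0.127 without normal glucose replicate 4. In normal glucose, the ratio of the CPM of replicates 1 and 2 to those of replicates 3 and 4 departed from 1 by more than 5% in PPCS (0.285), PTPN11 (0.504) and ARHGAP11A (1.07). The gene sums of ARHGAP11A, ZNF518A, PPP4R3B and PTCH1 changed by -1.27, -1.12, -0.64 and -1.13.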

Among upregulated genes, we identified genes encoding calcium-binding proteins (*S100A8*, *S100A9* and *AIF1*) and genes encoding transcription factors (*STAT1*, *STAT3*, *RUNX2* and *OSX*/*SP7*), while *SIRT7* was confirmed among downregulated genes. 

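The genes were located by the GENCODE annotation of GRCh38, and every chromosome matched that given in the table. S100A8 lies on chromosome 1 from 153390032 to 153391073, on the minus strand. Its transcript NM_001319197.1 had 3.19 ± 0.674 CPM in normal glucose (SD, n = 3), 4.66 CPM in replicate 4 and 38.9 ± 5.82 CPM in high glucose (SD, n = 4). Its log2 fold change over all 8 libraries was 3.14 with a standard error of 0.18 (adjusted p = 0.000296 by limma with Benjamini-Hochberg adjustment). The sum over the S100A8 transcripts in the table rose by 1.82. S100A9 lies on the same chromosome from 153357854 to 153361023, on the plus strand. Its transcript NM_002965.3 had 527 ± 166 CPM (SD, n = 3) in normal glucose, 684 CPM in replicate 4 and 1418 ± 242 CPM (SD, n = 4) in high glucose. Every high glucose library was above every normal glucose library, and the log2 fold change was 1.35, with an adjusted p of 0.0585 by limma. Over 19 other settings this p ranged from 0.0329 to 0.242, and among these it was under 0.05 only without normal glucose replicate 3, where it was 0.0329. The ratio of replicates 1 and 2 to replicates 3 and 4 in normal glucose was 0.615 for this transcript. AIF1 lies on chromosome 6 from 31615217 to 31617021. Its transcript NM_001623.4 had 12.9 ± 0.937 CPM (SD, n = 3), 10.9 CPM in replicate 4 and 38.7 ± 7.67 CPM in high glucose (SD, n = 4), a log2 fold change of 1.55 with a standard error of 0.16. Without normal glucose replicate 4, the log2 fold changes of the S100A8 and S100A9 transcripts were 3.25 and 1.45, and the adjusted p-values of S100A9 and AIF1 were 0.0683 and 0.0180 by limma.

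STAT3 lies on chromosome 17 from 42313324 to 42388540. The transcript in ESM Table 3, NM_213662.1, had 4.74 ± 0.576 CPM (SD, n = 3), 7.06 CPM in replicate 4 and 25.2 ± 5.70 CPM (SD, n = 4), a log2 fold change of 2.05 with a standard error of 0.20. The ratio of the replicate sums in normal glucose was 0.828 for this transcript. The other STAT3 transcripts, NM_003150.3 (STAT3_1) and NM_139276.2 (STAT3_2), had 53.4 ± 1.14 and 131 ± 7.88 CPM in normal glucose (SD, n = 3) and 53.4 ± 13.5 and 120 ± 17.3 CPM in high glucose (SD, n = 4), with log2 fold changes of -0.07 and -0.18. The sum over the 3 STAT3 transcripts changed by 0.02 on the log2 scale, with an adjusted p of 0.930 by limma. RUNX2 lies on chromosome 6 from 45328157 to 45664349. Its transcript NM_001024630.3 had 2.32 ± 0.482 CPM (SD, n = 3), 1.36 CPM in replicate 4 and 11.7 ± 1.73 CPM (SD, n = 4), a log2 fold change of 2.06 with a standard error of 0.19, and the sum over its transcripts in the table rose by 1.43. With the 7 libraries, the log2 fold changes of STAT3 and RUNX2 were 2.17 and 1.94. The adjusted p of the AIF1, STAT3, RUNX2 and SIRT7 transcripts was 0.00550 each by limma over all 8 libraries. Over the 19 other settings, the largest adjusted p of these 4 transcripts and that of S100A8 was 0.0340.

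SP7 lies on chromosome 12 from 53326575 to 53345315, and its transcript NM_001300837.1 had 3, 3, 2 and 1 counts in normal glucose and 5, 6, 4 and 5 counts in high glucose. Its mean CPM was under 1, so it was not among the transcripts tested. With no filter on low values, its log2 fold change was 0.14 (unadjusted p = 0.258, adjusted p = 0.505 by limma). The pseudocount of 1 exceeds every CPM of this transcript and shrinks the change, so that fit does not decide whether SP7 differs. By limma-voom on the counts, scaled by library size only, the log2 fold change was 0.96 with an adjusted p of 0.474. The log2 ratio of mean CPM was 1.20, and the authors' false discovery rate is 0.0243. Every high glucose library had more counts than every normal glucose library, at few counts in each.

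SIRT7 lies on chromosome 17 from 81911939 to 81921323. Its transcript NM_016538.2 had 22.3 ± 2.57 CPM (SD, n = 3) in normal glucose, 16.7 CPM in replicate 4 and 5.29 ± 1.04 CPM (SD, n = 4) in high glucose, a log2 fold change of -1.80 with a standard error of 0.17. With the 7 libraries it was -1.90, with an adjusted p of 0.00849 by limma. Of the other sirtuins, SIRT1 (SIRT1_1) had 24.5 ± 4.28 CPM (SD, n = 3), 34.4 CPM in replicate 4 and 16.9 ± 2.68 CPM (SD, n = 4), a log2 fold change of -0.63 with an adjusted p of 0.155 by limma. SIRT5 (SIRT5_4) and SIRT6 (SIRT6_3) had adjusted p-values of 0.241 and 0.168, and the other tested transcripts of SIRT2, SIRT3, SIRT5 and SIRT6 had larger ones. No SIRT4 transcript was in the table.

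**Figure D3:**
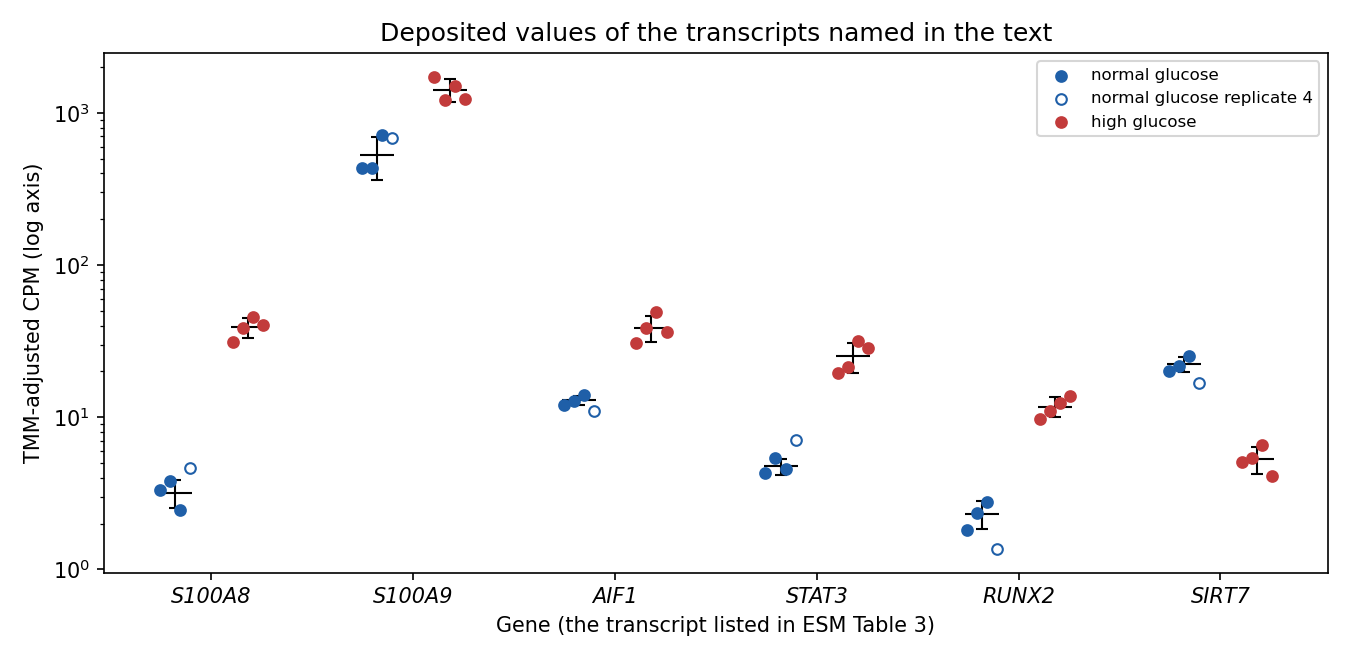
TMM-adjusted CPM on a log axis for the ESM Table 3 transcripts of S100A8, S100A9, AIF1, STAT3, RUNX2 and SIRT7 in each library. Filled blue points are normal glucose replicates 1 to 3, open blue points normal glucose replicate 4 and red points high glucose; bars are mean ± SD over the filled points. The high glucose libraries lie above the normal glucose libraries in 5 of the transcripts and below them in SIRT7.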

Based on gene ontology and pathway enrichment analysis, we found that high glucose enriched for genes involved in cell–cell adhesion, apoptosis, cell division, the JAK/STAT cascade, regulation of gene expression and cellular response to hormone stimulus (false discovery rate-corrected *p*<0.05; Fig. 6c). 

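Gene ontology and DAVID annotations were not used here. Lists of well-known member genes, written before the data were examined, were tested by limma's camera with a preset correlation of 0.01 between genes, and the p-values were adjusted by the Benjamini-Hochberg method over the 15 lists with at least 5 tested genes. The JAK/STAT list held 65 transcripts of 34 tested genes, and PTPN11 and STAT3 are among its members in ESM Table 3. As a set these transcripts tended lower in high glucose, with a median log2 fold change of -0.16 and an adjusted p of 0.474 by camera. Of them, 17 were higher in high glucose. An unadjusted p under 0.05 was reached by 4 that were higher and by 11 that were lower. The direction was downward under each of 21 other settings, and the adjusted p ranged from 0.326 to 0.765, the latter without normal glucose replicate 4. When lists were filled by RefSeq identifier in place of the gene names in the table, which was chosen after the values were seen, the JAK/STAT list held 69 transcripts and its adjusted p was 0.638.

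The apoptosis list (95 transcripts of 41 genes) and the cell division list (102 transcripts of 41 genes) tended upward relative to the other transcripts, with adjusted p-values of 0.474 and 0.744 by camera. With fry, a rotation test, both pointed downward, with adjusted p-values of 0.977 and 0.429. The median log2 fold change of the apoptosis list was 0.04, and -0.06 when the counts were scaled by library size only. That of the cell division list was -0.04, and 0.03 with upper-quartile factors. The cell-cell adhesion list (45 transcripts of 29 genes) had a downward tendency with an adjusted p of 0.638. Its median log2 fold change was -0.15, and -0.05 without normal glucose replicate 4. Regulation of gene expression and the response to hormone stimulus were not analysed here.

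An adjusted p under 0.05 by camera was also found in the upward direction for the lists that follow. RNAs without a poly(A) tail reached 0.000279, the glucose deprivation and amino acid response 0.00510 and monocyte markers 0.00597. These calls held in 20, 19 and 20 of 21 other settings. The lists had 8 of 8, 18 of 23 and 12 of 17 transcripts higher in high glucose. Without normal glucose replicate 4, their adjusted p-values were 0.000101, 0.0118 and 0.00190. With fry, RNAs without a poly(A) tail and monocyte markers were under 0.05 (0.0465 and 0.000960) and the glucose deprivation and amino acid response was not (0.112). With the correlation estimated for each list, none of the 15 lists was under 0.05. S100A8 and S100A9 belong to the monocyte list and RN7SK to the list without a poly(A) tail, and all were chosen by the study on these libraries for ESM Table 3.

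From these enrichments in its own analysis, the paper reasons to the JAK/STAT pathway as a candidate mechanism for the pro-calcific potential of THP-1 cells in high glucose.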

Based on these results, we focused on the JAK/STAT pathway as a candidate mechanism whereby high glucose drives the pro-calcific potential of THP-1 cells. We quantified miR-125b-5p and *SIRT7* expression in osteo-THP-1 cells under high glucose in the presence of JAK/STAT inhibitors. Inhibition of JAK with AG490 (10 μmol/l for 24 h) strongly reduced miR-125b-5p expression in high glucose, while inhibition of STAT1 or STAT3 attenuated miR-125b-5p induction by high glucose (Fig. 6d). Furthermore, in the presence of a JAK inhibitor, osteo-THP-1 cells in high glucose did not show downregulation of *SIRT7* expression as observed in the absence of JAK inhibitor (*p*=0.027 vs 5 mmol/l glucose; Fig. 6e). Therefore, the JAK/STAT cascade is likely to drive miR-125b-5p expression under high glucose and downstream *SIRT7* downregulation.

**Fig. 6:**
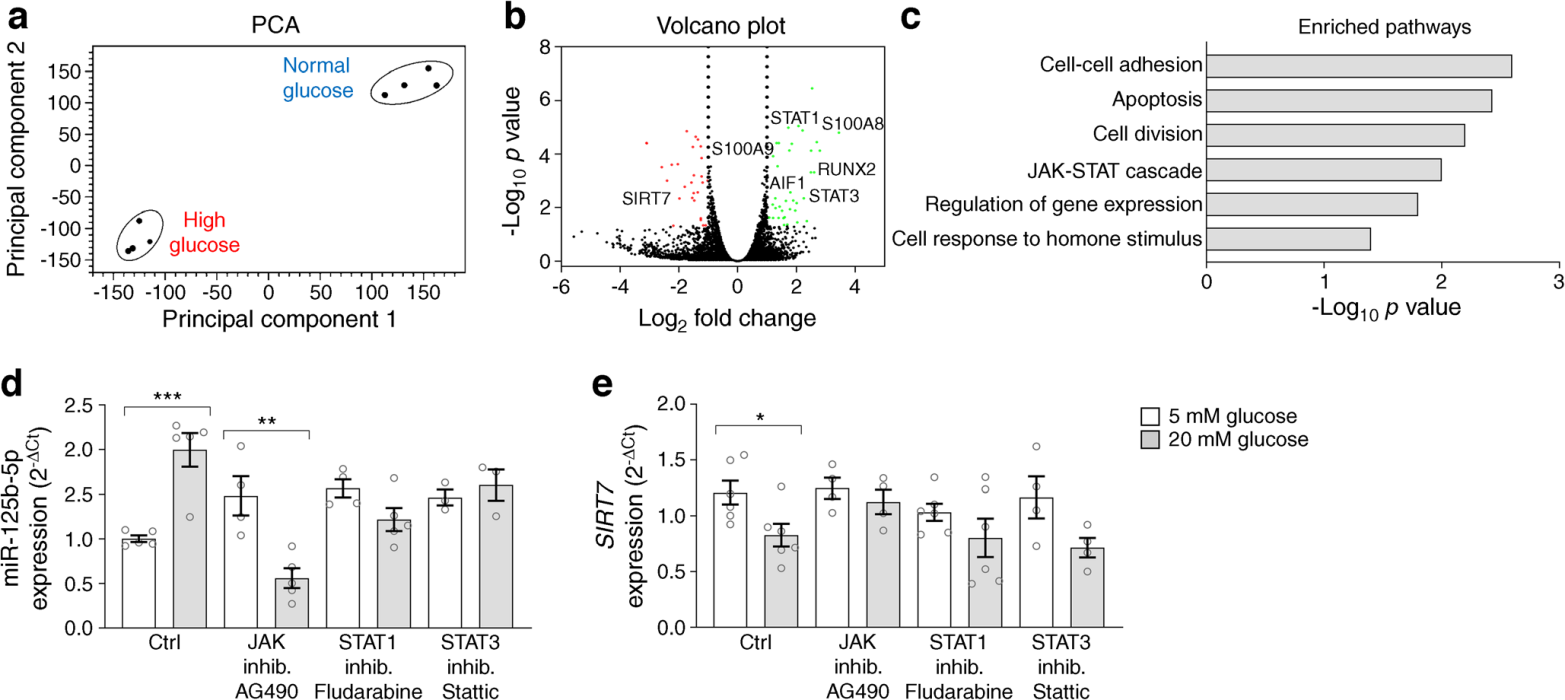
Pathways induced by high glucose in osteo-THP-1 cells. (**a**) PCA performed on gene expression profiles of osteo-THP-1 cells exposed to normal (5 mmol/l) or high (20 mmol/l) glucose. (**b**) Volcano plot showing genes upregulated or downregulated by high vs normal glucose in osteo-THP-1 cells. Labels indicate some key differentially regulated genes. (**c**) Pathway enrichment analysis performed with the DAVID platform to identify pathways and cellular functions based on differentially expressed genes in the high vs normal glucose condition. (**d**, **e**) miR-125b-5p (**d**) and *SIRT7* (**e**) expression in osteo-THP-1 cells cultured in normal (5 mmol/l, white) or high (20 mmol/l, grey) glucose concentration in the presence or absence of inhibitors of JAK, STAT1 and STAT3. Histograms show means with SEM bars and superimposed circles indicate individual replicates. For the indicated comparisons, statistical significance was as follows: *p<0.05; **p<0.01; ***p<0.001. Ctrl, control; Inhib., inhibition

## Discussion

This translational study shows that high glucose induces miR-125b-5p, which targets SIRT7, thereby driving a pro-calcific shift of myeloid cells. Evidence for this pathway is supported by clinical data on type 2 diabetes patients undergoing coronary angiography and by robust in vitro findings. MCCs are generated from myeloid MNCs when they express high levels of RUNX2 and develop pro-calcific potential, a process that takes place in the bone marrow and possibly in target tissues, such as atherosclerotic plaques [9, 10]. We previously found that MCCs are elevated in the blood of type 2 diabetes patients and in endarterectomy specimens with large calcified areas [9]. We extend those findings by showing that MCCs were higher in type 2 diabetes patients with CCs than in those without.

To explore the molecular pathways driving such association within myeloid cells, we focused on longevity-associated genes because vascular calcification is also a prominent feature of ageing. Among a series of longevity-related pathways, SIRT1 and SIRT7 were downregulated in myeloid cells of individuals with type 2 diabetes and CCs, but only SIRT7 showed clear relationships with the extent of calcification and with MCC levels. SIRT7 is known to prevent osteogenic differentiation of hMSCs [23] and to regulate bone mass [24]. Before moving to myeloid cells, we tested this pathway in MSCs, representing the most straightforward model of osteo-induction. SIRT7 downregulation during osteogenesis was instrumental to activation of the hMSC pro-calcific program. In addition, we found that SIRT7 controls the acetylation state of RUNX2, which affects the pro-calcific program. De-acetylation of RUNX2 by SIRT7 would promote RUNX2 protein degradation [25]. *RUNX2* mRNA level was consistently regulated, possibly to avoid the accumulation of post-translationally modified protein, as RUNX2 binds to its own promoter via OSE2 (osteoblast-specific element-2) and controls its expression [26].

Interestingly, elevated glucose concentrations similar to those seen in decompensated diabetes or during daily hyperglycaemic spikes were able to suppress SIRT7 to the same extent as did osteogenic conditions. We then investigated the role of SIRT7 in myeloid cells using THP-1 cells. This human myelo-monocytic cell line has been validated as a model to study the role of monocytes in the vasculature [27, 28], and is particularly suitable for gene expression manipulation. THP-1 cells grow in suspension but can be induced toward a pro-calcific phenotype that resembles MCCs due to the myeloid origin, the elevated expression of RUNX2 and other MCC markers, as well as the pattern of calcification observed in vitro. We found that SIRT7 regulates calcification also in THP-1 cells, suggesting that this is a highly conserved pathway not limited to cells physiologically prone to osteogenic differentiation like hMSCs. Silencing and overexpressing *SIRT7* in THP-1 cells efficiently modulated calcification induced by osteogenic medium. Of note, *SIRT7* overexpression suppressed the pro-calcific program induced by high glucose in myeloid cells. This result makes a striking parallel to our findings in type 2 diabetes patients with CC, who displayed elevated MCC levels and suppression of SIRT7, along with activation of the pro-calcific program (*RUNX2* and *OSX/SP7*) within myeloid cells. We previously reported that MCCs exert their pro-calcific potential at least in part through secretion of calcium-binding proteins, including S100A8/9 and AIF-1 [10]. We herein confirm that THP-1 cells cultured under osteogenic conditions secrete more S100A8, which, along with secretion of AIF-1, was potentiated by knockdown of *SIRT7*. Since AIF-1 stimulates VSMC mineralisation and myeloid-selective AIF-1 overexpression in atherosclerosis-prone *ApoE*^−/−^ mice increases atherosclerotic calcification [10], we speculate that AIF-1 is a crucial driver of the pro-calcific potential of myeloid cells.

It has been recognised that many of the molecular pathways altered by hyperglycaemia are driven by epigenetic reprogramming [29, 30]. Among epigenetic regulators, diabetes not only affects sirtuins, but also impacts the cellular repertoire of miRNAs [31, 32]. We therefore examined if and how changes in miRNA expression accounted for the high-glucose-induced SIRT7 downregulation. Having shown that high glucose and osteogenic stimuli similarly reduced SIRT7 expression, we screened candidate miRNAs based on their common regulation in both conditions and identified miR-125b-5p. Prior studies defined SIRT7 as a target of miR-125 [33–36]. Here, we extend those findings, showing that high glucose markedly induced miR-125 and that miR-125 alone was able to mimic the effects of high glucose on SIRT7 downregulation. Importantly, such findings obtained in THP-1 cells were confirmed by the inverse correlation observed between miR-125 and SIRT7 expression in participants’ MNCs. Analysis of gene expression patterns of osteo-THP-1 cells in high glucose identified several differentially expressed genes belonging to the pathway we have herein described, including *SIRT7*, *RUNX2*, *OSX/SP7*, *S100A8/9* and *AIF1*. Interestingly, based on pathway analysis of RNA-seq data, the JAK/STAT cascade was enriched in THP-1 cells exposed to high glucose during osteogenic differentiation. This enabled us to demonstrate that high-glucose-induced miR-125b-5p upregulation could be prevented by inhibitors of the JAK/STAT pathway, which also rescued *SIRT7* levels.

Some limitations of our study need to be acknowledged. We analysed gene expression within the MNC fraction in humans, composed of lymphocytes and monocytes. Though we detected similar levels of expression of *SIRT7*, *RUNX2* and miR-125b-5p between lymphocytes and monocytes, the newly discovered pathway is supposed to be involved in calcification by myeloid, not lymphoid, cells. Furthermore, we have not yet tested the miR-125b-5p/SIRT7 pathway in a relevant in vivo animal model. Based on our data, we speculate that myeloid-specific overexpression of miR-125b-5p would aggravate calcification in a mouse model of atherosclerosis. Vice versa, an atherosclerosis-prone inducible myeloid-specific miR-125b-5p knockout model will be needed to firmly demonstrate the therapeutic potential of tackling this newly uncovered pathway. Finally, whether our findings can be generalised to non-diabetic vascular disease is uncertain and deserves future studies.

In summary, we show that high glucose induces miR-125b-5p, possibly via JAK/STAT, which in turn suppresses SIRT7 expression, dysregulating RUNX2 acetylation, and thus driving a pro-calcific program in myeloid cells. Along with the higher MCC levels, this pathway is exacerbated in type 2 diabetes patients with CC, as evidenced by the elevated MNC miR-125b-5p expression. Therefore, our study uncovers a new pathway that could be exploited to tackle calcification as one prototypical feature of diabetic vascular disease.

## Supplementary information

ESM 1

## Data Availability

RNA sequencing data are deposited in GEO (accession number GSE193510; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193510). Original data are available from the corresponding author on reasonable request.

## Abbreviations

AIF-1: Allograft inflammatory factor 1
BAP: Bone alkaline phosphatase
CC: Coronary calcification
hMSC: Human mesenchymal stromal/stem cell
JAK: Janus kinase
MCC: Myeloid calcifying cell
miRNA: microRNA
MNC: Mononuclear cell
MSC: Mesenchymal stem cell
OC: Osteocalcin
osteo-THP-1: Osteogenic induced-THP-1 cells
OSX: Osterix
PBMC: Peripheral blood mononuclear cell
PCA: Principal component analysis
qPCR: Quantitative real-time PCR
RNA-seq: RNA sequencing
RUNX2: Runt-related transcription factor 2
siRNA: Short interfering RNA
SIRT1: Sirtuin-1
SIRT7: Sirtuin-7
SP7: Transcription factor Sp7, also known as osterix (OSX)
STAT: Signal transducer and activator of transcription
VSMC: Vascular smooth muscle cell
WB: Western blot

# Supplementary material for: A miR-125/Sirtuin-7 pathway drives the pro-calcific potential of myeloid cells in diabetic vascular disease
**Source:** Diabetologia. 2022 Jun 16;65(9):1555–68. doi: 10.1007/s00125-022-05733-2
**Supplement:** Supplementary file 1

## Electronic Supplementary Material

### ESM Methods

**Coronary calcium quantification** Coronary calcification (CC) was detected by coronary angiography. This methodology has a high predictive value for CC detection, although with low/moderate sensitivity [1]. Coronary angiography was performed using the standard technique by percutaneous femoral approach. Coronary stenosis was quantified according to Ambrose's method [2]. The angiographic classification was similar to that proposed by the American Heart Association (AHA). CC was detected by fluoroscopy, before contrast injection, as previously described [3]. Videotape recording allowed off-line analysis. Calcium content and stenosis were scored (diffuse; wide; long; spotty; none) in every single segment. The presence or absence of significant obstruction corresponding to calcification site was also evaluated, along with the number of vessels (0-3) and segments with calcification (n 0-9). The Syntax score was calculated for each patient.

**Gene expression in human peripheral blood mononuclear cells (PBMCs)** Total RNA was isolated from cells by RNeasy Mini kit (Qiagen, Hilden, Germany). For gene expression, cDNA was synthesized with 500 ng of RNA extracted using iScript cDNA synthesis kit (Bio-Rad, Hercules, CA) according to the manufacturer's instructions. qPCR was performed in a Bio-Rad CFX96 Real Time PCR detection system. Primers were designed from sequences derived from the GenBank database using Primer 3 (Whitehead Institute, Massachusetts, USA) and Operon's Oligo software (Operon, California, USA) and were purchased from Eurofins MWG (Ebersberg, Germany). The specificity of qPCR assay was validated by melt-curve analysis and agarose gel analysis.  $\beta$ -actin was used as reference gene. Data analyses were performed with the Bio-Rad CFX Manager. *BMP2*, *OCN*, *MGP*, *RUNX2*, *MSX2*, and *SP7 (OSX)* gene or protein expressions were determined as described above. The specific primers are reported in ESM Table 1. When deemed appropriate, the comparative cycle threshold method ( $\Delta\Delta C_t$ ), which compares the difference between groups in cycle threshold values, was used to obtain the relative fold change of gene expression. In independent experiments, Monocytes (upper layer) and lymphocytes (bottom layer) were separated by Ficoll® 1077 (Merck) processed cells by density gradient centrifugation for 15 minutes at 1700 rpm.

**Release of paracrine factors** THP-1 cells were cultured in 24-well plates in the presence and in the absence of osteogenic medium. Then, the culture medium was replaced with serum- free RPMI containing 1% FBS overnight. Concentrations of allograft Inflammatory Factor-1 (AIF-1) and S100 Calcium Binding Protein A8 (S100A8) were determined in the medium by ELISA (Elabscience Biotechnology Inc., Tema Ricerca, Bologna, Italy).

**Western blot** Cells were lysed in RIPA buffer, including protease inhibitors. Cell lysates (30  $\mu$ g) were separated by SDS-PAGE using a 10% polyacrylamide gel. Then, proteins were electroblotted onto

**RUNX2 acetylation** RUNX2 lysine acetylation was analyzed by immunoprecipitation of RUNX2 followed by WB using acetyl-lysine antibody. hMSC grown in osteogenic medium were transfected with 100 nM siRNA against SIRT7 or with pcDNA3.1 SIRT7flag. Cells were lysed on ice by resuspension in ice-cold lysis buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 10% glycerol, 0.5% Triton X-100, 25 mM glycerolphosphate, and protease inhibitors). After sonication, lysates were precleared by 30-min incubations with 100  $\mu$ l of a 50% (v/v) suspension of Protein A-Sepharose beads coated with antibody against RUNX2 (Cell Signaling Technology, cat#. 8486) or with control IgG (Santa Cruz Biotechnology, cat# sc-69786). The beads were washed five times with buffer (50 mM Tris/HCl, pH 7.5, 150 mM NaCl, 1 mM MgCl<sub>2</sub> and 0.05% Nonidet P40). Proteins were eluted from the beads by boiling in 2x Laemmli sample buffer for 5 min, resolved by SDS-PAGE 10%, and immunoblotted against anti-acetylated-lysine antibody (Cell Signaling Technology, cat# 9814).

**Human telomerase reverse transcriptase (hTERT) expression** hTERT expression in PMBCs was determined by qPCR, using specific primers TaqMan GeneExpression Assays for hTERT (Hs00972656\_m1) and GAPDH (Hs03929097\_g1), respectively. qPCR was performed in a Bio-Rad CFX96 Real Time PCR detection system. The reaction was performed in a 20  $\mu$ l final reaction volume containing 200 nmol of each primer and SsoFast EVAGreen SuperMix (Bio-Rad, USA). Data were analyzed using Bio-Rad CFX Manager. The comparative cycle threshold method ( $\Delta\Delta C_q$ ), which compares the difference between groups in cycle threshold values, was used to obtain the relative fold change of hTETR gene expression.

**Telomere length** Genomic DNA was extracted from the blood of 87 subjects with the EuroGold Blood kit (EuroClone, Italy). Mean telomere length was measured from DNA by a real-time PCR technique that compares the telomere (T) repeat sequence copy number to the single copy gene (S) in a given sample, as previously described [4]. Duplicate DNA samples were amplified in 25-μL PCR reactions composed of 15-ng genomic DNA, SsoFast EVAGreen SuperMix (Bio-Rad) and either 100 nmol/L of telomere-specific primers (forward: 5'-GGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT-3'; reverse: 5'-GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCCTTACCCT-3') or 100 nmol/L of the 36B4 forward

primer (5'-CAGCAAGTGGGAAGGTGTAATCC-3') primer and 36B4 reverse primer (5'-CCCATTCTATCATCAACGGGTACAA-3'). Reactions were run on a Bio-Rad CFX96 detection system. Data were analyzed using the comparative Ct method ( $\Delta\Delta C_t$ ) to calculate relative differences in the amount of telomere repeat copy number (T) to single-copy gene copy number (36B4 gene, S), with all samples being compared with the same reference, a pooled sample from multiple individuals.

**Von Kossa Staining** To verify calcification in cell cultures, we performed the von Kossa stain in hMSC and THP-1 osteogenic-differentiated cells. Differentiated-osteogenic cells were fixed with 4% paraformaldehyde for 15 mins at room temperature. The fixed cells were gently washed 3 times with distilled water and then stained with 1% silver nitride staining (Sigma-Aldrich) under UV radiation for 20 to 30 mins at room temperature. The stained cells were washed 2-3 times with distilled water, the unreacted silver was removed with 5% sodium thiosulfate for 5 minutes, and then were rinsed and kept in distilled water. The presence of black stain confirmed the presence of calcium phosphate deposition. The slides were counterstained with hematoxylin. Images were acquired using a Leica DMRE digital camera. ImageJ software was used to quantify the positive stain.

**Quantitative calcium measure** Calcium deposition was quantified based on a previously described method [5]. Cells were washed twice with phosphate buffered saline (PBS) and decalcified with 0.6 M HCl at room temperature for 2h. Free calcium was determined with a colorimetric assay by a stable interaction with phenolsulphonphthalein, using a commercially available kit (Chema Diagnostica. Monsano (AN) Italy), and corrected for total protein concentration (Pierce Biotechnology, Rockford, Illinois, USA), following solubilisation with 0.1 M NaOH/0.1% SDS. Absorbances were measured using a Mithras LB 940 Multimode Microplate Reader (Berthold Technologies. Bad Wildbad, Germany) at 570 nm (calcium) and at 690 nm (protein).

**In silico selection of candidate microRNA** The selection of hyperglycaemia and osteogenic differentiation miRNA expression profiling datasets was performed using the publicly available GEO DataSets database. Briefly, for the selection of hyperglycaemia miRNA datasets the following search terms were used: (("non-coding RNA profiling by array" (DataSet Type) AND "hyperglycaemia) AND "*Homo sapiens*")); while for the selection of osteoblast differentiation BMSc datasets the search terms used were as follows: (("non-coding RNA profiling by array" (DataSet Type)) AND BMSc) AND "*Homo sapiens*"). These search criteria allowed the identification of different miRNA expression datasets, which were further analysed using the GEO2R tool, and for the merging analyses through a Venn diagram calculating tool. Furthermore, we used another tool (<http://mirwalk.umm.uni-heidelberg.de/>) to identify those miRNAs which are possible targets for SIRT7.

**miRNA gene expression** *RNA Extraction.* microRNA from osteo-differentiated THP-1 cells was extracted using the miRNeasy mini kit (Qiagen), according to the manufacturer's protocol. *miRNA gene expression.* miR-125b, miR122, miR-93, miR-340, miR-34c-5p and miR-324-3p expression were detected by Taqman Advanced miRNA assay (Thermo Fisher). To normalise qPCR data, the RNU48 snRNA was used to normalize miRNAs expression, as previously described [6]. Data analyses were performed with the Bio-Rad CFX Manager. The comparative cycle threshold method ( $\Delta\Delta Cq$ ), which compares the difference between groups in cycle threshold values, was used to obtain the relative fold change of gene expression.

**RNA-sequencing analysis** *RNA isolation.* Total RNA was isolated from THP-1 cells grown in osteogenic medium for 21 days under normal (5 mM) or high (20 mM) glucose. The concentration and quality of RNA were measured by Nanodrop and Qubit 4.0. RNA integrity was further verified using LabChip Perkin Elmer. For each sample, 200 ng of RNA was used for RNA-seq library preparation using the Illumina Stranded mRNA prep. (Illumina, USA). Briefly, purified mRNA was fragmented using oligo (dT) magnetic beads to capture messenger RNAs (mRNAs) with polyA tails. mRNAs were copied into first-strand complementary (cDNA) and second-strand cDNA synthesis. Then, adenine / thymine and ligate adapters were added at the fragment ends. The resulting products were amplified to add indexes and primer sequences for cluster generation. A pool of libraries (1.2 pM) mix with Phix 2% was sequenced with a High-Output flow cell (75x2 cycles, up to 400 M of reads) using NextSeq 550 (Illumina, CA, USA). The number of reads for sample was ranged about 30-40 million. *Bioinformatic analysis.* Data analysis was performed using CLC Genomics Workbench software v.20 (Quiagen). Reads from FASTq files were filtered for quality and aligned to the Ensembl-v99-hg38 version of the reference human genome. The data were normalised using the TMM method (trimmed Mean of *M*-values). Statistically differentially expressed (DEG) transcripts were performed using Empirical analysis of Differential Gene Expression (EDGE, a count-based statistics) with expression values. Adjusted *p*-value of false discovery rate (FDR) was considered significant at <0.05. Principal component analysis (PCA) was represented in a two-dimensional plot to investigate the clustering of data. Volcano plot was generated setting the threshold for the  $\log_2$  (Fold Change) to 2 and  $-\log_{10}$ (*p*-value) to 1.3 (*p*<0.05). Gene ontology (GO) and pathway enrichment analysis of significant differentially expressed genes were conducted using DAVID (Database for Annotation, Visualization, and Integrated Discovery, [david.abcc.ncifcrf.gov](http://david.abcc.ncifcrf.gov)) [7].

## ESM References

- [1] Andrews J, Psaltis PJ, Bartolo BAD, Nicholls SJ, Puri R (2018) Coronary arterial calcification: A review of mechanisms, promoters and imaging. *Trends Cardiovasc Med* 28: 491-501
- [2] Ambrose JA, Winters SL, Arora RR, et al. (1985) Coronary angiographic morphology in myocardial infarction: a link between the pathogenesis of unstable angina and myocardial infarction. *J Am Coll Cardiol* 6: 1233-1238
- [3] Bartel AG, Chen JT, Peter RH, Behar VS, Kong Y, Lester RG (1974) The significance of coronary calcification detected by fluoroscopy. A report of 360 patients. *Circulation* 49: 1247-1253

- [4] Cawthon RM (2002) Telomere measurement by quantitative PCR. *Nucleic Acids Res* 30: e47
- [5] Tsang HG, Cui L, Farquharson C, Corcoran BM, Summers KM, Macrae VE (2018) Exploiting novel valve interstitial cell lines to study calcific aortic valve disease. *Mol Med Rep* 17: 2100-2106
- [6] Giannella A, Radu CM, Franco L, et al. (2017) Circulating levels and characterization of microparticles in patients with different degrees of glucose tolerance. *Cardiovasc Diabetol* 16: 118
- [7] Dennis G, Jr., Sherman BT, Hosack DA, et al. (2003) DAVID: Database for Annotation, Visualization, and Integrated Discovery. *Genome Biol* 4: P3

**ESM Table 1** List and sequence of primers used to analyse gene expression

| Gene           | For Sequence               | Rev Sequence          |
|----------------|----------------------------|-----------------------|
| SIRT1          | TACCGAGATAACCTTCTGTTCG     | ATGAAACAGACACCCCAGCTC |
| SIRT2          | AGAAGCAGACATGGACTTCCT      | CTCCCACCAAACAGATGAC   |
| SIRT3          | CTTGAGAGAGTGTCGGGCAT       | AGAACACAATGTCGGGCTTC  |
| SIRT4          | TGGGATCATCCTTGCAGGTAT      | TGGTCAGCATGGGTCTATCA  |
| SIRT5          | GCCAAGTTCAAGTATGGCAGA      | CGCCGGTAGTGGTAGAA     |
| SIRT6          | ACCAAGCACGACCGCCAT         | GGGTGGGAGATTCCTCCTT   |
| SIRT7          | ATGAGCAGAAGCTGGTGC         | CTGTCTGGTGTCTGTGGA    |
| NAMPT          | CCAAGAGACTGCTGGCAT         | CTGCTGACCACAGATACAGG  |
| p53            | AGCACTAAGCGAGCACT          | TGAGTCAGGCCCTTCTGT    |
| p66shc         | AATCAGAGAGCCTGCCACATT      | CTCTTCCTCCTCCTCATC    |
| mTOR           | CCTTCTGCCTTCACAGATACC      | CATTGCCTTCTGCCTCTTATG |
| FOXO3          | AAGCAGACCCTCAAACCTGACA     | CTCACGGTGTGCTCTGAAT   |
| TLR2           | TGATGCTGCCATTCTCATTC       | CGCAGCTCTCAGATTTACCC  |
| TLR4           | TATCACGGAGGTGGTTCCT        | TCAGGGGATTAAAGCTCAGGT |
| MSX2           | GCCGCCGCCAAGACATA          | TCTGCCTCCTGCAGTCTTT   |
| MGP            | CGGTAGTAACCTTTGTGTTATGAATC | AGCTCGTGGACAGGCTTAGA  |
| BMP2           | CAGCTTCCACCATGAAGAATCT     | CGAGTTGGCTGTTGCAGGT   |
| Osteocalcin    | AGGTGCAGCCTTTGTGTCC        | TCAGCCAACTCGTCACAGTC  |
| Osterix/Sp7    | CCACCCATTCTTCAGGAGGT       | CCTAATATCCCCAGCCCCAG  |
| $\beta$ -Actin | AGAGCTACGAGCTGCCTGAC       | GGATGCCACAGGACTCCA    |

**ESM Table 2** Expression of a selected range of longevity-associated markers in patients without (CC-) and with (CC+) coronary calcification. Data are presented as mean  $\pm$  standard deviation

| Parameter     | All<br>(n = 87) | CC-<br>(n = 18)  | CC+<br>(n = 69) | p-value |
|---------------|-----------------|------------------|-----------------|---------|
| SIRT1 Gene    | 1.24 $\pm$ 1.31 | 1.92 $\pm$ 1.77  | 1.08 $\pm$ 1.12 | 0.017   |
| SIRT1 Protein | 1.09 $\pm$ 0.46 | 1.27 $\pm$ 10,14 | 0.90 $\pm$ 0.10 | 0.047   |
| SIRT2 Gene    | 1.18 $\pm$ 0.59 | 1.30 $\pm$ 0.85  | 1.15 $\pm$ 0.51 | 0.349   |
| SIRT3 Gene    | 1.14 $\pm$ 0.46 | 1.09 $\pm$ 0.46  | 1.16 $\pm$ 0.47 | 0.610   |
| SIRT4 Gene    | 1.14 $\pm$ 0.61 | 1.33 $\pm$ 0.78  | 1.09 $\pm$ 0.56 | 0.234   |
| SIRT5 Gene    | 1.23 $\pm$ 0.85 | 1.46 $\pm$ 1.04  | 1.18 $\pm$ 0.79 | 0.223   |
| SIRT6 Gene    | 1.19 $\pm$ 0.64 | 1.31 $\pm$ 0.97  | 1.16 $\pm$ 0.53 | 0.379   |
| SIRT7 Gene    | 1.09 $\pm$ 0.45 | 2.01 $\pm$ 1.74  | 0.92 $\pm$ 0.38 | 0.021   |
| Sirt7 Protein | 1.05 $\pm$ 0.70 | 0.80 $\pm$ 0.23  | 0.32 $\pm$ 0.09 | 0.012   |
| NAD activity  | 1.90 $\pm$ 0.60 | 2.19 $\pm$ 0.84  | 1.83 $\pm$ 0.50 | 0.114   |
| NAMPT Gene    | 1.73 $\pm$ 2.16 | 1.26 $\pm$ 0.83  | 1.91 $\pm$ 2.43 | 0.287   |
| p66shc Gene   | 1.10 $\pm$ 0.35 | 1.00 $\pm$ 0.30  | 1.12 $\pm$ 0.36 | 0.238   |
| p53 Gene      | 1.22 $\pm$ 0.60 | 1.30 $\pm$ 0.77  | 1.20 $\pm$ 0.56 | 0.607   |
| mTOR Gene     | 1.12 $\pm$ 0.44 | 0.98 $\pm$ 0.64  | 1.15 $\pm$ 0.38 | 0.303   |
| FOXO Gene     | 1.22 $\pm$ 0.64 | 1.13 $\pm$ 0.35  | 1.24 $\pm$ 0.70 | 0.379   |
| TLR4 Gene     | 1.09 $\pm$ 0.39 | 1.02 $\pm$ 0.37  | 1.10 $\pm$ 0.40 | 0.472   |
| TLR2 Gene     | 1.13 $\pm$ 0.45 | 1.14 $\pm$ 0.62  | 1.13 $\pm$ 0.40 | 0.936   |

**ESM Table 3 Differentially expressed genes** RNA-seq was performed on osteo-THP-1 cultured in high (20 mM) glucose compared to normal (5 mM) glucose.

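Each of the 63 entries of ESM Table 3 was matched to 1 transcript of the authors' table by its gene name and log fold change. The printed log fold change and log p-value differ by at most 0.00916 and 0.00980 from the authors' log2 fold change and from minus log10 of their false discovery rate. That log2 fold change is the log2 of the ratio of the mean CPM in high glucose to the mean CPM of all 4 normal glucose libraries, without a pseudocount. In the authors' own comparison, 291 transcripts have a false discovery rate under 0.05, 146 higher and 145 lower. Of these, 44 are higher and 29 lower by more than 2-fold, and 10 of them are not in ESM Table 3.

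In the limma fit, 62 of the 63 transcripts were tested, SP7 being below the limit on mean CPM. All 62 changed in the direction of ESM Table 3 with an unadjusted p-value under 0.05. With Benjamini-Hochberg adjustment over all transcripts, 24 of them were under 0.05, and 21 without normal glucose replicate 4. Over all fits without 1 library, the number ran from 14 (without high glucose replicate 4) to 49 (without normal glucose replicate 3). A term for the numbers on the sample sheet, chosen after the values were seen, gave 45 without normal glucose replicate 4. With adjustment over the list alone, all 62 were under 0.05, which is not independent evidence, since the study chose the list on these libraries. When the transcripts of each gene were added up, an alternative chosen after the values were seen, 50 of the 62 changed in that direction and 38 did so with an unadjusted p-value under 0.05. The sums of replicates 1 and 2 and of replicates 3 and 4 in normal glucose were within 5% of each other in 28 of the 62 transcripts of ESM Table 3 with a mean count of at least 20 (45.2%), and in 20988 of the 21097 transcripts that the authors' comparison leaves above 0.05 (99.5%).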

Genes upregulated in high versus normal glucose:

| Gene symbol | Gene                                                       | Log fold change | Log p-value |
|-------------|------------------------------------------------------------|-----------------|-------------|
| TIPRL       | TOR Signaling Pathway Regulator                            | 2,54            | 6,46        |
| RDX         | Radixin                                                    | 2,07            | 5,04        |
| PPP1CC      | Protein Phosphatase 1 Catalytic Subunit Gamma              | 1,73            | 4,99        |
| STAT1       | Signal Transducer And Activator Of Transcription 1         | 2,21            | 4,88        |
| S100A8      | S100 Calcium Binding Protein A8                            | 3,45            | 4,80        |
| EEF1E1      | Eukaryotic Translation Elongation Factor 1 Epsilon 1       | 2,69            | 4,44        |
| RPS3        | Ribosomal Protein S3                                       | 1,40            | 4,41        |
| S100A9      | S100 Calcium Binding Protein A9                            | 1,32            | 4,41        |
| NR3C1       | Nuclear Receptor Subfamily 3 Group C Member 1              | 1,85            | 4,38        |
| ZC3H13      | Zinc Finger CCCH-Type Containing 13                        | 1,75            | 4,13        |
| PTPN11      | Protein Tyrosine Phosphatase Non-Receptor Type 11          | 2,80            | 4,12        |
| PPCS        | Phosphopantothienoylcysteine Synthetase                    | 2,50            | 4,12        |
| DHRS9       | Dehydrogenase/Reductase 9                                  | 1,21            | 3,91        |
| POMT1       | Protein O-mannosyltransferase 1                            | 1,36            | 3,54        |
| GABPB1      | GA Binding Protein Transcription Factor Subunit Beta 1     | 2,60            | 3,31        |
| Runx2       | RUNX Family Transcription Factor 2                         | 2,50            | 3,31        |
| STT3A       | STT3 Oligosaccharyltransferase Complex Catalytic Subunit A | 1,79            | 2,56        |
| STAT3       | Signal Transducer And Activator Of Transcription 3         | 2,25            | 2,34        |
| S100P       | S100 Calcium Binding Protein P                             | 1,28            | 2,34        |
| NIPAL2      | NIPA Like Domain Containing 2                              | 1,89            | 2,25        |
| AIF1        | Allograft Inflammatory Factor 1                            | 1,64            | 2,24        |
| THOC6       | THO Complex 6                                              | 2,01            | 2,15        |
| GAS5        | Growth Arrest Specific 5                                   | 1,19            | 2,10        |
| ROMO1       | Reactive Oxygen Species Modulator 1                        | 1,42            | 2,02        |
| RN7SK       | RNA Component Of 7SK Nuclear Ribonucleoprotein             | 1,29            | 1,97        |
| MTFR1       | Mitochondrial Fission Regulator 1                          | 1,78            | 1,94        |
| SEN5        | SUMO Specific Peptidase 5                                  | 1,96            | 1,88        |
| PUF60       | Poly(U) Binding Splicing Factor 60                         | 1,60            | 1,64        |
| RPS9        | Ribosomal Protein S9                                       | 1,07            | 1,62        |
| SACM1L      | SAC1 Like Phosphatidylinositide Phosphatase                | 1,39            | 1,61        |
| sp7         | Sp7 Transcription Factor                                   | 1,20            | 1,61        |

|         |                                              |      |      |
|---------|----------------------------------------------|------|------|
| KHDRBS  | RNA binding protein                          | 1,55 | 1,60 |
| PPP2R1B | Protein Phosphatase 2 Scaffold Subunit Abeta | 2,35 | 1,49 |
| RPP40   | Ribonuclease P/MRP Subunit P40               | 2,02 | 1,44 |
| ARPP19  | CAMP Regulated Phosphoprotein 19             | 1,69 | 1,36 |
| NBR1    | NBR1 Autophagy Cargo Receptor                | 1,57 | 1,34 |

Genes down-regulated in high versus normal glucose:

| Gene symbol | Gene                                                                 | Log fold change | Log p-value |
|-------------|----------------------------------------------------------------------|-----------------|-------------|
| EGR1        | Epidermal Growth Factor Receptor                                     | -1,73           | 4,85        |
| UBE3A       | Ubiquitin Protein Ligase E3A                                         | -1,43           | 4,64        |
| PCMT1       | Protein-L-Isoaspartate (D-Aspartate) O-Methyltransferase             | -1,35           | 4,54        |
| PTBP3       | Polypyrimidine Tract Binding Protein 3                               | -3,10           | 4,41        |
| MAZ         | MYC Associated Zinc Finger Protein                                   | -3,10           | 4,40        |
| MBNL1       | Muscleblind Like Splicing Regulator 1                                | -1,25           | 4,28        |
| PPP4R3B     | Protein Phosphatase 4 Regulatory Subunit 3B                          | -1,53           | 4,26        |
| CLPTM1      | CLPTM1 Regulator Of GABA Type A Receptor Forward Trafficking         | -1,23           | 3,84        |
| ARHGAP11A   | Rho GTPase Activating Protein 11A                                    | -2,03           | 3,62        |
| ZNF518A     | Zinc Finger Protein 518A                                             | -2,24           | 3,59        |
| KLF5        | Kruppel Like Factor 5                                                | -2,58           | 3,50        |
| POU2F1      | POU Class 2 Homeobox 1                                               | -1,49           | 3,20        |
| ERAP1       | Endoplasmic Reticulum Aminopeptidase 1                               | -1,22           | 3,15        |
| ATP6V0C     | ATPase H <sup>+</sup> Transporting V0 Subunit C                      | -2,40           | 3,00        |
| UCHL5       | Ubiquitin C-Terminal Hydrolase L5                                    | -1,02           | 3,00        |
| NIPA2       | NIPA Magnesium Transporter 2                                         | -1,19           | 2,93        |
| ZMYM2       | Zinc Finger MYM-Type Containing 2                                    | -1,80           | 2,77        |
| RLIM        | Ring Finger Protein, LIM Domain Interacting                          | -1,36           | 2,56        |
| COX11       | Cytochrome C Oxidase Copper Chaperone COX11                          | -1,50           | 2,53        |
| UBE2W       | Ubiquitin Conjugating Enzyme E2 W                                    | -1,54           | 2,35        |
| SIRT7       | Sirtuin 7                                                            | -1,98           | 2,33        |
| PDK4        | Pyruvate Dehydrogenase Kinase 4                                      | -1,47           | 2,25        |
| EIF4E       | Eukaryotic Translation Initiation Factor 4E                          | -1,20           | 1,59        |
| CHEK1       | Checkpoint Kinase 1                                                  | -1,25           | 1,53        |
| LIN9        | Lin-9 DREAM MuvB Core Complex Component                              | -1,17           | 1,33        |
| PPM1B       | Protein Phosphatase, Mg <sup>2+</sup> /Mn <sup>2+</sup> Dependent 1B | -1,09           | 1,33        |
| USP1        | Ubiquitin Specific Peptidase 1                                       | -2,18           | 1,32        |

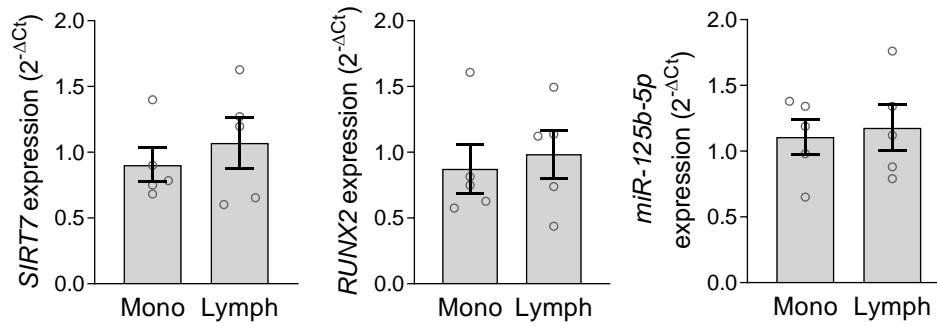

**ESM Fig. 1 Gene expression in monocytes versus lymphocytes** The mononuclear cell population was separated into monocytes and lymphocytes as described in the method section. Gene expression of SIRT7, RUNX2 and miR-125b-5p was analysed in the two sub-fractions and compared. No significant difference was detected. Histograms show means with standard error bars and superimposed circles indicate replicate experiments.

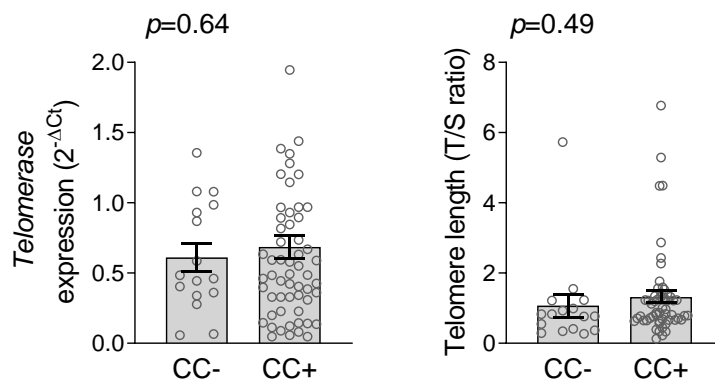

**ESM Fig. 2 Telomere length and telomerase expression** Gene expression of telomerase (left) and length of telomeres (right) was determined in mononuclear cells of patients with (+) or without (-) coronary calcification (CC). No significant difference was detected. Histograms show means with standard error bars and superimposed circles indicate replicate experiments.

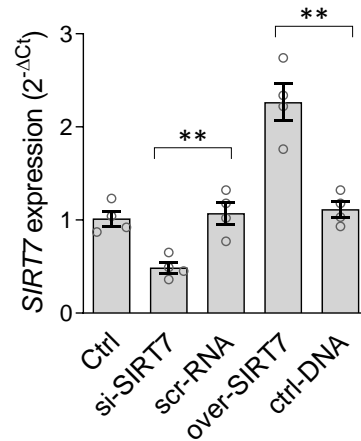

**ESM Fig. 3 Knockdown and overexpression of SIRT7 in THP-1 cells.** SIRT7 gene expression was determined in THP-1 cells treated with short interfering (si) RNA against SIRT7 or with a plasmid encoding for SIRT7 driving overexpression (over-SIRT7). The respective negative controls are shown for scramble (scr)-RNA and control (ctrl) void plasmid. \*\* $p < 0.01$  for the indicated comparison. Histograms show means with standard error bars and superimposed circles indicate replicate experiments.

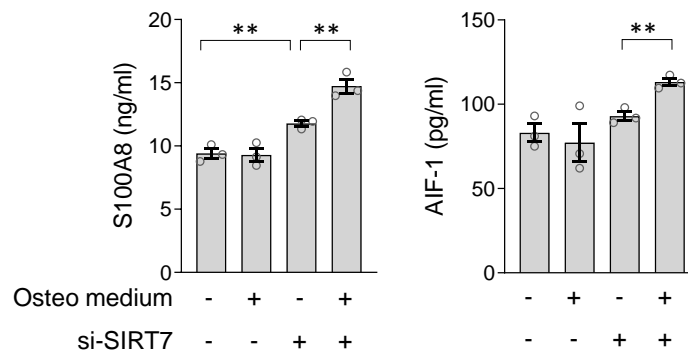

**ESM Fig. 4 Pro-calcific factor secretion by osteo-induced THP-1 cells** THP-1 cells were grown in control or osteogenic medium. After removing serum and incubation with RPMI, secreted S100A8 and allograft-inflammatory factor-1 (AIF-1) were measured by ELISA in the medium. \*\* $p < 0.01$  for the indicated comparison. Histograms show means with standard error bars and superimposed circles indicate replicate experiments.

How the deposited data were processed for this re-analysis (not part of the article)

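Poly(A)-selected RNA of osteo-THP-1 cells was sequenced from 4 libraries in normal glucose (5 mmol/l) and 4 in high glucose (20 mmol/l) after 21 days in osteogenic medium as the ESM gives it, or 3 weeks as the sample labels give it. The authors filtered and aligned the reads, counted them per transcript and scaled the counts in CLC Genomics Workbench. Their table holds, for 22170 transcripts of 12636 genes with RefSeq identifiers, a count and a TMM-adjusted CPM per library, a log2 fold change and a false discovery rate. The paper names Ensembl as its annotation. The log2 fold change of the table is the log2 of the ratio of the mean CPM of all 4 high glucose libraries to that of all 4 normal glucose libraries, without a pseudocount, with a largest gap of 1.28e-08. The steps from reads to CPM are the authors' and were not repeated.

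The counts per library added up to 26417377, 25293095, 25215855 and 22174827 in normal glucose and to 26093204, 25789861, 26764898 and 26537157 in high glucose. Counting error is therefore small for abundant transcripts, and a transcript with 1 CPM has about 20 counts or more per library. The normal glucose replicates are numbered as in the sample labels. For most transcripts, the CPM of 1 normal glucose library follows from the other 3, so each main result was computed with all 8 libraries and again with 7. Replicate 4 was the one left out, since its CPM also departs from a fixed multiple of its count, although the relation itself does not tell which column follows from the others.

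The comparison of high with normal glucose was made by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on log2(CPM + 1) of the 20633 transcripts with a mean CPM of at least 1, with Benjamini-Hochberg adjustment and no covariates. This fit was set before the data were examined for a table whose values cannot be taken as plain counts. It was used instead of a count model because automated reading of the table, which separates columns by semicolons and writes decimals with commas, could not establish the unit of the columns headed as counts, although these hold whole numbers. Among the normal glucose columns, moreover, the values of 1 follow from the other 3 for most transcripts. The quasi-likelihood test of edgeR and the Wald test of DESeq2 were therefore not used. An adjusted p-value under 0.05 was the limit for a call, and a fold change past 2 with an unadjusted p-value under 0.05 was the second limit, as drawn in Fig. 6b. Values in normal glucose are given as mean ± SD over replicates 1 to 3, with replicate 4 apart.

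The genes named in the text were set before the data were examined: the genes that the RNA-seq text or Fig. 6b names, the genes of ESM Table 3 where counts over that table are given, SIRT1 to SIRT7, TXNIP and ARRDC4, and the largest rises and falls among the transcripts past the limit that changed the same way in every library. Genes were located by the GENCODE annotation of GRCh38. The names in the table were checked against RefSeq: 21899 of the identifiers were found there, and 296 of these (1.35%) carry another gene name in the table, none of them in ESM Table 3 or among the transcripts of the named genes. All 21899 lie on the chromosome that RefSeq gives.

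Principal components were computed from the 500 most variable transcripts after centring, and the mean scores of the groups were compared by an exact two-sided permutation test. Lists of member genes were written before the data were examined, 17 in all, among them JAK/STAT core, apoptosis core, cell division, cell-cell adhesion, STAT3 targets, monocyte markers, macrophage markers, osteoclast markers, osteogenic program, sirtuins, miR-125b host and processing genes, hypoxia, hyperosmotic stress, glucose-responsive MondoA targets, glucose deprivation and amino acid response, and RNAs without a poly(A) tail. The 15 with at least 5 tested genes were tested by limma's camera with a preset correlation of 0.01. Gene ontology terms were not analysed here, and 1 list and 1 gene are not reported here.

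The fit was tested on simulated data of 4 against 4 libraries with 200 changed transcripts. All 200 were called, with 9 false calls (4.31%), and 3 against 4 libraries gave the same numbers. The simulated libraries were independent and had no grouping along the sample sheet, unlike those here. The changes set in them were large and in transcripts well above the limit on mean CPM. The numbers therefore do not give the rate of false or missed calls in the deposited libraries. The alternatives covered the pseudocount (0.1 and 0.01), the filter on low values, the scaling of the libraries, limma-voom on the counts, the replicate number as a block, each library left out in turn, the limits of the second call, the number of transcripts in the principal components and the way the lists were tested. Added after the values were seen were the sum of the transcripts of each gene, a term for the numbers on the sample sheet, and list members by RefSeq identifier. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.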

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

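The limma fit was set before the data were examined, as the fallback for a table without counts. Its alternatives were also set then, except those named below as chosen later. The other tests in this part were chosen after the results were seen. In 68 groups of 4 libraries, a value far from the other 3 was found in 3 groups, and chance gives about 3.4 if all values are independent. The normal glucose columns are not independent, and most groups are transcripts of the same libraries. The count of groups therefore does not tell whether a given value is due to chance.

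Normal glucose replicate 1 had fewer than 20 counts in 182 transcripts, far below the other normal glucose libraries. It had exactly 19 counts in 10 transcripts and exactly 20 counts in far more. At least 16-fold higher CPM in replicate 1 than in replicate 2 was seen in 150 transcripts, and the reverse in 8. Between replicates 2 and 3 the numbers were 62 and 46. A candidate explanation is that transcripts were kept in the table largely by their count in normal glucose replicate 1, and the 150 transcripts go with it. Such a rule keeps transcripts that were high by chance in that library, and so could add transcripts that look lower in high glucose. With the mean of all 4 normal glucose libraries, 103 transcripts were at least 4-fold lower and 22 at least 4-fold higher in high glucose. With replicate 1 alone, the numbers were 156 and 89. With replicate 2 alone they were 96 and 373, and with replicate 3 alone 38 and 333. No biological explanation was tested, since the design gives none for a single replicate.

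In normal glucose replicate 4, the CPM departed from a fixed multiple of the count in 3037 transcripts. Similar but independent libraries are excluded by the relation among the normal glucose columns, since the sums of replicates 1 and 2 and of replicates 3 and 4 differed by 0.0476 of the sampling noise. The sums were within 5% of each other in 99.3% of the transcripts, which goes with 1 column following from the other 3. Which column that is, and how it was made, stays open. With this relation the mean of the 4 normal glucose libraries is close to the mean of replicates 1 and 2.

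A SIRT2 transcript (SIRT2_4) had 10.8 CPM in high glucose replicate 2, above the other high glucose libraries. Its log2 fold change was -0.02 with an adjusted p of 0.969 by limma with Benjamini-Hochberg adjustment. No explanation was tested, and chance alone can give some values of this kind over the groups examined.

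Of the 35 transcripts with an adjusted p-value under 0.05 by limma, 11 are not in ESM Table 3. Higher in high glucose were ZC3H13_3 and SMIM24_1, by 1.54 and 1.17 on the log2 scale. ZC3H13_3 is another transcript of a gene in ESM Table 3. Lower were SLC44A1_2 (-0.75), CCNYL1_3 (-0.78), GPNMB_2 (-0.82), ALCAM_1 (-0.86), SPATA31C1_1 (-0.93), GPALPP1_2 (-0.97), FOXP2_5 (-1.20), ZKSCAN8_1 (-1.37) and PTCH1_7 (-1.47). The authors' own false discovery rate is under 0.05 for 3 of them, SLC44A1_2, ALCAM_1 and SPATA31C1_1. When normal glucose replicate 4 was left out, only ZC3H13_3 and SPATA31C1_1 among the 11 were still under 0.05. Over the other alternatives the number outside ESM Table 3 ran from 0 without normal glucose replicate 1 (where 2880 of all transcripts had an unadjusted p-value under 0.05) to 519 without normal glucose replicate 3. The count of all 35 was reached by 1 of the 35 splits of the 8 libraries, the real one, so a random grouping is not enough to give it. With 7 libraries, 2 of 35 splits gave a count as large, the real one and the one along the numbers on the sample sheet. A change with glucose may underlie these transcripts, but the number outside ESM Table 3 was between 0 and 7 in each fit without 1 library other than normal glucose replicate 3, and this is left open.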

How the results depend on the processing

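The alternatives named in this part were set before the data were examined, except the sum of the transcripts of each gene, the term for the numbers on the sample sheet and the list members by RefSeq identifier, which were chosen after the values were seen. The quasi-likelihood and exact tests of edgeR, the filter of edgeR and the Wald test of DESeq2 were not run, since no count model was fitted apart from limma-voom. Median-of-ratios, upper-quartile and library-size scaling were run in the limma fit instead. The cause was not tested where none is given.

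All 35 transcripts with an adjusted p-value under 0.05 in the limma fit comprise 15 higher and 20 lower in high glucose. Over the fits that each left out 1 library, the number ran from 15 (without normal glucose replicate 1) to 568 (without normal glucose replicate 3), the higher ones from 9 to 77 and the lower ones from 6 to 491. With the replicate number as a block, 21 were called, 12 higher and 9 lower. Across transcripts, the deviations from the group mean correlated by -0.00678, -0.0220, 0.240 and -0.142 between the normal and the high glucose library of each replicate number. With 7 libraries, they correlated by 0.103, 0.0998 and 0.228 for replicates 1 to 3, and whether the numbers pair the libraries stays open. Quantile normalization gave 13 lower. Transcripts summed per gene gave 22 genes, 12 of them lower, and with 7 libraries 18 genes, 6 of them lower. Fewer genes than transcripts were tested there. A term for the sample sheet with 7 libraries gave 303, 161 higher and 142 lower.

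The 187 higher and 225 lower transcripts past a fold change of 2 with an unadjusted p-value under 0.05 ran from 93 to 527 and from 161 to 505 over the fits without 1 library. A pseudocount of 0.1 gave 340 and 371 and one of 0.01 gave 336 and 343, since a smaller pseudocount widens the fold changes of low values. Scaling by library size gave 103 and 360, and limma-voom gave 724 lower. The limma-voom fit also scaled by library size only and tested all 22170 transcripts, so its values do not isolate the effect of the count model. At least 10 counts in every sample left 121 lower, since transcripts with low counts are dropped. An adjusted p-value under 0.05 with the fold limit gave 15 and 13, and a fold limit of 4 gave 11 and 18. Transcripts summed per gene gave 56 and 34, and 18 and 18 with 7 libraries. The sample-sheet term with 7 libraries gave 99 higher. Of the transcripts past the fold limit, 45.4% were higher, against 22.2% with library size, 22.9% with limma-voom, 58.1% with upper-quartile factors, 56.4% with median centring and 58.7% with at least 10 counts in every sample. Of the calls by adjusted p-value, 42.9% were higher, against 32.5% with library size. The median log2 fold change of all transcripts was -0.05, and it moved to -0.19 with limma-voom and to -0.16 with library size.

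All 62 tested transcripts of ESM Table 3 kept the direction in the paper under each alternative on transcripts, and 61 or 62 of them had an unadjusted p-value under 0.05 there. With an adjusted p-value under 0.05 in place of the unadjusted one, 24 were left. Summed per gene, 38 had it, and 39 with 7 libraries, with 50 and 51 in the direction of the paper.

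By camera with the correlation estimated for each list, 0 of the 15 lists had an adjusted p-value under 0.05, though monocyte markers (0.0130) had an unadjusted p-value under 0.05. The other alternatives left 3 or 4 lists. With the members by RefSeq identifier, 4 lists were under 0.05.

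The first principal component held 38.0% of the variance. The 2000 most variable transcripts gave 43.8%, all transcripts 46.3%, all transcripts scaled 44.6% and a pseudocount of 0.1 gave 27.9%. The share moved beyond its spread, the SD of the 8 values without 1 library, which ran from 28.2% to 43.8%. The difference between the groups ran from 21.3 to 31.1 over these fits, and its exact permutation p passed under 0.05 without normal glucose replicate 3 or 4.

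Of 279 other values, 246 did not change beyond their spread or their limit, 27 moved, 2 were weaker, 4 were stronger and none reversed. The weaker ones are the gene sums of STAT3, and the stronger ones are S100A9.

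The depth limits SP7, whose counts are at or under 3 in normal glucose. With no filter on low values, no difference was detected (unadjusted p = 0.258 and adjusted p = 0.505 by limma). The pseudocount of 1 exceeds its CPM and shrinks the change there, so that fit does not decide whether SP7 differs.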

Differences from the paper's values

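The paper states 36 upregulated genes, and 187 transcripts were higher in high glucose past a fold change of 2 with an unadjusted p-value under 0.05 in the limma fit. These limits are unlike, since all 63 entries of ESM Table 3 have the authors' false discovery rate under 0.05 past a fold change of 2. None of the 21 alternatives set before the data were examined came within 1.5 times the paper's number, and they ran from 11 (fold threshold of 4) to 527 (without normal glucose replicate 3). Transcripts summed per gene, chosen after the values were seen, gave 56 genes, and 18 with 7 libraries.

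For downregulated genes the paper states 27, against 225 transcripts. The alternative with a fold threshold of 4 gave 18, which is within 1.5 times the paper's number, and the others set before the data were examined did not close the gap, from 13 (an adjusted p-value under 0.05 with the fold limit) to 724 (limma-voom). Transcripts summed per gene, chosen after the values were seen, gave 34, and 18 with 7 libraries, both within 1.5 times of it. The ESM methods name a false discovery rate under 0.05 as significant, and with that limit and a fold change of 2 the limma fit gave 15 higher and 13 lower transcripts. They name a log2 limit of 2 for the volcano plot, and Fig. 6b draws its lines at a fold change of 2. In the authors' table, a false discovery rate under 0.05 past a fold change of 2 is found for 44 higher and 29 lower transcripts.

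The paper's log2 fold change of RUNX2 is 2.5, against 2.06 here from log2(CPM + 1). On the scale of the paper's table, the log2 ratio of mean CPM, the value is also 2.5. Pseudocounts of 0.1 (2.48) and 0.01 (2.53) and limma-voom (2.34) fell within the spread of the libraries from the paper's value, and the other alternatives set before the data were examined did not.

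For S100A8 the paper gives 3.45, against 3.14, and the log2 ratio of mean CPM is 3.45. Pseudocounts of 0.1 (3.44) and 0.01 (3.47), quantile normalization (3.19), limma-voom (3.35), upper-quartile factors (3.21) and the fits without normal glucose replicate 4 (3.25) or without high glucose replicate 1 (3.24) fell within the spread of the libraries, and the other alternatives set before the data were examined did not.

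The paper names S100A9 among the upregulated genes. Its adjusted p in the limma fit with Benjamini-Hochberg adjustment was 0.0585 with every high glucose library above every normal glucose library, and 0.0329 without normal glucose replicate 3. Alternatives chosen after the values were seen also called it: the gene sums (0.0481, and 0.0485 with 7 libraries) and the sample-sheet term with 7 libraries (0.0307).

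SP7 is named by the paper as upregulated. It has at most 3 counts per normal glucose library and was not tested. With no filter on low values, its adjusted p was 0.505 by limma, where the pseudocount shrinks the change, and 0.474 with limma-voom. The authors' own false discovery rate is 0.0243.

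The paper reports an enrichment of genes of the JAK/STAT cascade, cell-cell adhesion, apoptosis and cell division. Lists for these had adjusted p-values of 0.474, 0.638, 0.474 and 0.744 by camera, and none was under 0.05 under the 21 alternatives. The paper's enrichment was computed with other terms on its own gene list, and was not repeated.

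In Fig. 6a, the 4 normal glucose libraries lie together and apart from the 4 high glucose libraries. Here, normal glucose replicate 3 scored 9.68 on the first component, among the high glucose libraries (6.29 to 16.7). The groups were apart on that component without normal glucose replicate 4 or without normal glucose replicate 3.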

Other observations

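The tests in this part were chosen after the results were seen.

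The number of transcripts called by limma was set against the other splits of the libraries into groups of the same sizes. With all 8 libraries, 1 of 35 splits, the real one, gave as many as 35 transcripts with an adjusted p-value under 0.05, so a random grouping is not enough to give this count. Since the normal glucose libraries are not independent of each other, the libraries are not fully exchangeable between groups in these splits, and the counts with 7 libraries rest on fewer assumptions. For the 412 transcripts past a fold change of 2 with an unadjusted p-value under 0.05, 3 of 35 splits gave as many. The other splits with more joined high glucose replicate 1 or 2 to normal glucose replicates 1, 2 and 4 (502 and 533). For 4 lists by camera, 2 of 35 splits gave as many. With 7 libraries, 2 of 35 splits reached the 23 transcripts, 2 of 35 the 254 transcripts past the fold limit and 4 of 35 the 3 lists. The other split that reached the 23 is the one along the numbers on the sample sheet, described next, and the remaining splits gave at most 1. With 2 of 35 splits as large, a random grouping is not excluded for this count. The counts past the fold limit and of lists could come from a random grouping.

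The split of 7 libraries that puts normal glucose replicate 3 with high glucose replicates 3 and 4, against replicates 1 and 2 of both, gave 1534 transcripts with an adjusted p-value under 0.05. The number on the sample sheet, read from the column headings, is 2 to 5 for the latter and 6 to 9 for the former. The replicate number follows the same order, so these are one grouping. The leading numbers in the sample titles are others and do not follow this grouping. The count may come from the order in which the libraries were prepared or sequenced, which the labels do not give. With this grouping as a term, 303 transcripts were called with 7 libraries and 33 with all 8. With all 8 libraries, the relation between the sums of replicates 1 and 2 and of replicates 3 and 4 in normal glucose leaves almost no difference along this grouping there, so the value with all 8 says little about it. A biological difference between the replicates was not tested.

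The transcripts of ESM Table 3 depart from the relation among the normal glucose libraries more often than others. The sums of replicates 1 and 2 and of replicates 3 and 4 were within 5% in 28 of 62 (45.2%). They were within 5% in 225 of 228 other transcripts (98.7%) with a false discovery rate under 0.05 in the authors' table, which argues against a departure of transcripts that change with glucose. Low counts are argued against by 99.6% of 19567 other transcripts in the same range of mean counts. A CPM that departed from a fixed multiple of its count in a library other than normal glucose replicate 4 was found in 19 of the 62 (30.6%), against 1 of 228 and 31 of 21097. Of the 35 transcripts called by limma, 16 of 24 in ESM Table 3 and 11 of 11 outside it followed the relation. What made these transcripts differ stays open, and no biological explanation was tested.

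The rise of the STAT3 transcript of ESM Table 3 is consistent with a shift between the listed transcripts of one gene, or in how reads were assigned to them, since the sum over the STAT3 transcripts in the table changed by 0.0187 on the log2 scale. For RUNX2 the sum rose by 1.43 and for S100A8 by 1.82, so a shift between the transcripts in the table alone is excluded there. A shift from transcripts that the table does not list stays open.

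By camera, the largest adjusted p over 5 other scalings of the libraries was 0.000856 for RNAs without a poly(A) tail, 0.0133 for the glucose deprivation and amino acid response and 0.0245 for monocyte markers. A factor common to all transcripts of a library largely cancels in camera, so these values do not decide whether the scaling contributes. As an exception in this part, the gene lists, camera, fry and these scalings were set before the data were examined. The adjusted p of these lists over 21 alternatives ran from 2.18e-05 to 0.472, from 0.00258 to 0.576 and from 0.000960 to 0.195. What raises RNAs without a poly(A) tail in poly(A)-selected libraries was not tested further. A difference in selection between libraries and a change in the cells both stay open.

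The other lists had adjusted p-values by camera of 0.236 for macrophage markers, 0.272 for glucose-responsive MondoA targets, 0.474 for the osteogenic program and for hyperosmotic stress, 0.638 for STAT3 targets, 0.921 for sirtuins and 0.958 for hypoxia. By fry, MondoA targets (0.0465) and hyperosmotic stress (0.0400) were lower in high glucose. The osteoclast and miR-125b lists had 4 tested genes each and were not tested. TXNIP (TXNIP_1) and ARRDC4 (ARRDC4_1), which respond to glucose through MondoA, changed by 0.02 and -0.09 on the log2 scale. The osteogenic list holds RUNX2 and SP7, the cell division list CHEK1, the STAT3 list STAT3 and the sirtuin list SIRT7 from ESM Table 3.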
